# Ruxolitinib mediated paradoxical JAK2 hyperphosphorylation is due to the protection of activation loop tyrosines from phosphatases

**DOI:** 10.1038/s41375-025-02594-7

**Published:** 2025-04-23

**Authors:** Sivahari P. Gorantla, Lorenz Oelschläger, Gerin Prince, Jasmin Osius, Suresh Babu Kolluri, Yamil Maluje, Anke Fähnrich, Nancy Ernst, Alanis Barbosa Gulde, Ralf Joachim Ludwig, Timo Gemoll, Stephanie Fliedner, Wencke Walter, Torsten Haferlach, Niklas Gebauer, Hauke Busch, Justus Duyster, Nikolas von Bubnoff

**Keywords:** Myeloproliferative disease, Myeloproliferative disease

## Abstract

Myelofibrosis (MF) in 50% of cases is driven by an activating JAK2 mutation, mostly V617F. Ruxolinitib is approved for the treatment of MF. Responses to ruxolitinib in MF are of limited duration. Unexpectedly, treatment of JAK2-V617F expressing cells with ruxolitinib causes paradoxical hyperphosphorylation of JAK2 at activation loop Tyr1007/Tyr1008. The significance of ruxolitinib-induced JAK2 hyperphosphorylation is not well understood. We found that a ruxolitinib-resistant JAK2 variant (V617F + L983F) and a kinase dead mutant (JAK2-V617F + K882R) did not show paradoxical hyperphosphorylation after ruxolitinib treatment indicating that it is an intrinsic mechanism. Antibodies against pTyr1007/1008 failed to immunoprecipitate native JAK2-V617F in the presence of ruxolitinib, although JAK2-V617F was hyperphosphorylated at these sites, suggesting that in the presence of ruxolitinib the JAK2 activation loop is buried within the kinase domain. This stabilization of the activation loop conformation resulted in the protection of pTyr1007/1008 sites from phosphatases. Mutation of Arg975 and Lys999 to Ala reduced the phosphorylation at both Tyr1007/Tyr1008 residues, and notably, ruxolitinib treatment did not lead to JAK2 hyperphosphorylation. Importantly, hyperphosphorylated JAK2 after ruxolitinib dissociation displayed excess rebound activation of STAT5 target gene PIM kinase. Our results suggest a novel mode of kinase regulation by modulating kinase activity through conformational changes induced by ruxolitinib.

Subject categories: JAK2-V617F, Ruxolitinib, JAK2 hyperphosphorylation, Phosphatases action, PIM kinases

## Introduction

Myeloproliferative neoplasms (MPNs) such as polycythemia vera (PV), essential thrombocythemia (ET) and primary myelofibrosis (PMF), are frequently associated with the somatic V617F mutation in the pseudo kinase domain of JAK2 [1–4]. Several JAK2 inhibitors, including ruxolitinib, fedratinib, and momelotinib showed remarkable clinical activity in primary and secondary myelofibrosis (MF) patients [5–9]. Among these, ruxolitinib is the first JAK inhibitor approved by the FDA for the treatment of MF and PV. Phase III studies demonstrated the superiority of ruxolitinib over placebo for reduction of spleen size and hematological response [10, 11]. In the COMFORT-I trial, MF patients treated with ruxolitinib displayed spleen response duration of 168.3 weeks and prolonged median overall survival versus placebo. In a phase 1/2 trial, the median survival after ruxolitinib discontinuation was 14 months, underscoring the need for improved therapies [12]. Despite very good clinical response, the impact of ruxolitinib on the abnormal hematopoietic clone is limited (“persistence”) [13]. The mechanism of ruxolitinib persistence is unclear. Notably, it has been demonstrated that treatment of ruxolitinib did not decrease phosphorylation of activation loop Tyr1007/Tyr1008 as one would presume, but rather a paradoxical increase [14].

Type I JAK2 inhibitors such as ruxolitinib, fedratinib and lestaurtinib bind the JAK2 in active conformation when activation loop is fully phosphorylated. In contrast to type I inhibitors, type II mode of inhibition of JAK2 by CHZ868 does not lead to paradoxical increase in phosphorylation of activation loop Tyr1007/Tyr 1008 [15, 16]. In this study, we aimed to identify the mechanism of paradoxical hyperphosphorylation of JAK2 activation loop tyrosines in the presence of ruxolitinib. Our data suggest that ruxolitinib binding stabilizes the conformation of the activation loop within the kinase domain with the help of Arg975 and Lys999, leading to the protection of the activation loop tyrosines from the action of phosphatases. In addition, we found that hyperphosphorylated JAK2, once released from bound ruxolitinib can hyperactivate STAT5 and PIM kinases.

## Materials and methods

### Inhibitors and cytokines

Ruxolitinib was provided by Novartis Pharma AG, Basel, Switzerland. Fedratinib was purchased from Selleckchem, Houston, USA. Lestaurtinib was purchased from Calbiochem. All the inhibitors were dissolved in dimethyl sulfoxide (DMSO) to make stock solutions of 10 mM and stored at –20 °C. Mouse IL-3 was purchased from R&D systems. Cytokine stock solutions were prepared and used 20 ng/ml for stimulation experiments.

### Antibodies

The anti-phosphotyrosine antibody was purchased from Upstate Biotechnology (4G10) (Biozol, Eching, Germany) and Transduction (PY20) (BD Biosciences). STAT5 (G-2), ID1, PIM1, PIM2 pJAK2 (21870-R) antibodies were obtained from Santacruz Biotechnology (Heidelberg, Germany). JAK2 c-terminal antibody (D2E12 XP^R^), pSTAT5, pTYK2, TYK2, pJAK3, JAK3, pAkt, pERK, ERK, c-Myc, BCL-2, Akt were purchased from cell signaling.

### Proliferation assay

Proliferation was measured using an MTS (3-(4,5 dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl-2-(4-sulfophenyl)-2H-tetrazolium))-based method by absorption of formazan at 490 nm (CellTiter 96; Promega, Madison, WI). Measurements were taken in triplicate after 72 and 96 hours of culture without cytokines, as described previously [17].

### Statistical analysis

Values are represented as mean $$\pm \,$$SEM. The comparison of multiple groups was analyzed by a one-way ANOVA test, and the comparison between two groups was analyzed by unpaired *t* test. **p < 0.01, *p < 0.05 and n.s., not significant, *p* > 0.05 by Student’s *t* test. **p < 0.005, ****p < 0.0001 were considered for one-way ANOVA test.

The remaining materials and methods are in the supplementary information file.

## Results

### Type I JAK2 inhibitors paradoxically promote tyrosine phosphorylation of JAK2 activation loop tyrosines

Ruxolitinib is a potent JAK1/JAK2 specific inhibitor exhibiting remarkable clinical activity in JAK2-V617F mediated MPNs [18]. However, JAK inhibitors do not have a major impact on the abnormal hematopoietic clone, and responses, especially in MF, are not durable. Responses have been linked to suppression of inflammatory cytokines [5]. However, the mechanism leading to disease persistence in MF patients receiving JAK1/2 inhibitors is not fully understood. To explore this, we performed a western blot analysis of JAK2-V617F expressing Ba/F3 cells pre-treated with ruxolitinib. Ruxolitinib treatment inhibited phosphorylation of STAT5 but paradoxically increased Tyr1007/Tyr1008 phosphorylation of the JAK2 activation loop (Fig. 1A) as shown before [19]. To investigate whether ruxolitinib specifically induces JAK2 hyperphosphorylation in the presence of the JAK2-V617F mutation, we treated Ba/F3 cells expressing WT-JAK2 with ruxolitinib. Like JAK2-V617F, JAK2-WT also showed an increase in Tyr1007/Tyr1008 phosphorylation of the JAK2 activation loop and an inhibition of STAT5 phosphorylation (Fig. 1A). These results suggest that ruxolitinib treatment leads to hyperphosphorylation of JAK2 irrespective of mutational status. Subsequently, we tested whether paradoxical JAK2 hyperphosphorylation is exclusively mediated by ruxolitinib. We subjected Ba/F3 cells expressing either JAK2-V617F or JAK2-WT to the alternate type I ATP-competitive inhibitors (fedratinib and lestaurtinib), resulting in the same observation (Fig. 1B, C). This suggests that this pattern is a general effect of JAK2 ATP-competitive inhibitors. Next, we treated with next-generation type I ATP-competitive inhibitors of JAK2, such as BMS-911543 and momelotinib, and found paradoxical activation of the JAK2 activation loop Tyr1007/Tyr1008 similar to ruxolitinib (Supplementary Fig. S1A, B). Finally, similar results were obtained in HEL (JAK2-V617F positive) cells upon treatment with ruxolitinib, suggesting that our observations are not cell-type specific (Supplementary Fig. S1C). Since ruxolitinib is an inhibitor for both JAK1 and JAK2, we evaluated the JAK1 phosphorylation status in the presence of ruxolitinib. We treated Ba/F3 cells expressing constitutive active JAK1-V658F and JAK1-WT with ruxolitinib. JAK1 was also hyperphosphorylated in the residues Tyr1022/Tyr1023 of the activation loop, corresponding to Tyr1007/Tyr1008 in JAK2 (Fig. 1D).

**Fig. 1:**
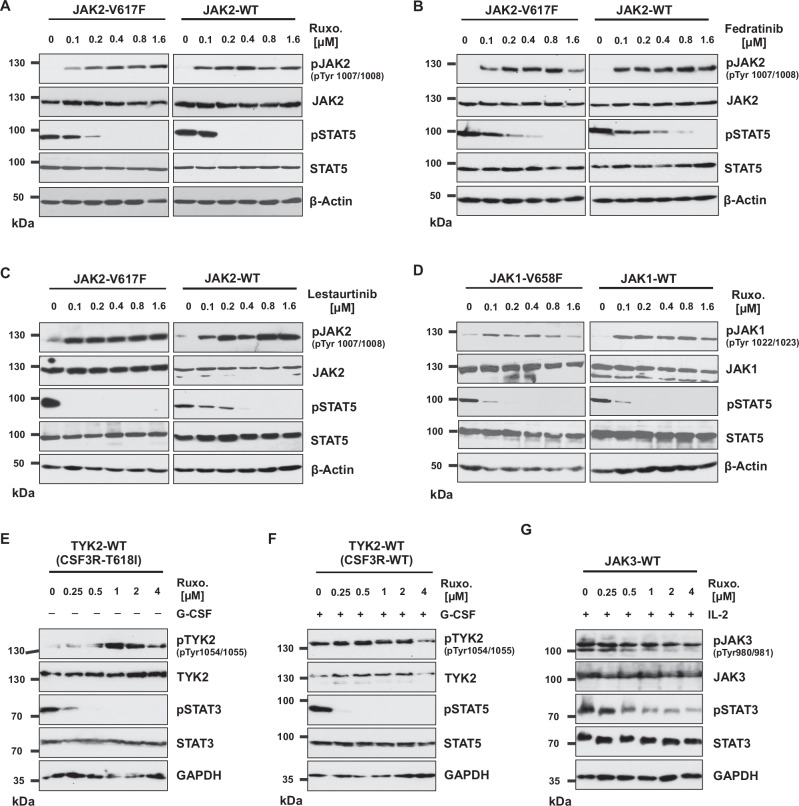
JAK2 ATP-competitive inhibitors treatment leads to paradox JAK2 hyperphosphorylation. Ba/F3 cells expressing the JAK2-V617F and JAK2-WT were treated with the indicated concentration of the ruxolitinib (**A**) fedratinib (**B**) and lestaurtinib (**C**) for 3 h, and lysates were prepared and subjected to western blotting for the pJAK2, JAK2, pSTAT5 and STAT5. Ba/F3 cells expressing the JAK1-V658F and JAK1-WT were treated for 3.5 h with ruxolitinib, and lysates were analyzed for activation of JAK1 and STAT3 (**D**). Ba/F3 cells stably expressing the CSF3R-T618I and CSF3R-WT treated with indicated concentrations of ruxolitinib (**E**) and G-CSF (**F**) for 3 h, and lysates were subjected to western blotting for the pTYK2, TYK2, pSTAT3, STAT3, pSTAT5 and STAT5. Ba/F3 cells expressing the JAK3-WT were treated with indicated concentrations of ruxolitinib in the presence of interleukin-2 (IL-2), and lysates were subjected to western blotting for the pJAK3, JAK3, pSTAT3 and STAT3 (**G**).

Furthermore, we analyzed the TYK2 activation loop Tyr 1054/Tyr1055 phosphorylation after ruxolitinib treatment from constitutive active CSF3R-T618I and CSF3R-WT expressing Ba/F3 cells. Ruxolitinib paradoxically increased Tyr1054/Tyr1055 phosphorylation of the TYK2 activation loop (Fig. 1E, F). However, ruxolitinib treatment of JAK3 expressing Ba/F3 cells led to decrease in phosphorylation of JAK3 activation loop Tyr980/981 (Fig. 1G). Our findings suggest that JAK1 and TYK2 behave similarly to JAK2 but differ from JAK3, as previously observed [20] (Fig. 1G and Supplementary Fig. S1D). Structural analysis of activation loop tyrosines of JAK2 and JAK3 bound to CMP-6 (pan JAK-kinase inhibitor) revealed different folding of the activation loop between JAK2 and JAK3 (Supplementary Fig. S2). Taken together, our data suggest that type I JAK2 inhibitors promote paradoxical hyperphosphorylation of JAK1, JAK2 and TYK2 but not JAK3.

#### Ruxolitinib induces JAK2 hyperphosphorylation by an intrinsic mechanism

In order to rule out the possibility of catalytic activity of the JH2 domain in ruxolitinib-induced JAK2 hyperphosphorylation, a phospho-deficient mutant (S523A) and a loss of ATP binding mutant (K581R) were introduced to prevent the kinase activity of the JH2 domain. These variants, similarly to JAK2-V617F, showed paradoxical hyperphosphorylation of the JAK2 activation loop and inhibition of STAT5. (Supplementary Fig. S3 and Supplementary Information).

Next, we hypothesized that in the presence of ruxolitinib, protein tyrosine phosphatases might be dissociated from the active JAK2 complex, resulting in increased phosphorylation of JAK2 Tyr1007/Tyr1008. It has been reported that protein tyrosine phosphatase (SHP-2) is a candidate phosphatase to dephosphorylate JAK2 on both Tyr1007/Tyr1008 [21]. We immunoprecipitated JAK2 from JAK2-V617F expressing cells with and without ruxolitinib treatment to analyze this possibility. The presence of ruxolitinib did not alter SHP-2 binding to JAK2 (Supplementary Fig. S4), suggesting that ruxolitinib-bound conformation of JAK2 does not lead to the dissociation of SHP-2 from the JAK2 complex. To investigate whether ruxolitinib-induced JAK2 hyperphosphorylation is a JAK2-extrinsic mechanism, we introduced a JAK2 kinase-dead mutant, which can bind to ruxolitinib but does not enfold intrinsic kinase activity (V617F + K889R). Notably, the presence of JAK2 kinase dead mutant treatment with ruxolitinib did not lead to hyperphosphorylation of the activation loop Tyr1007/Tyr1008, indicating that no upstream kinase was involved in ruxolitinib-induced JAK2 hyperphosphorylation (Supplementary Fig. S5). To test whether hyperphosphorylation is a JAK2-intrinsic mechanism, we created a ruxolitinib-insensitive variant (JAK2-V617F + L983F), we previously identified in ruxolitinib-resistant cell lines [16]. Ruxolitinib treatment in Ba/F3 cells expressing this variant failed to induce hyperphosphorylation of JAK2 activation loop Tyr1007/Tyr1008 (Fig. 2A, B) and did not suppress STAT5 phosphorylation and cell growth. In contrast, cells expressing the JAK2-V617F + L983F variant were sensitive towards fedratinib and induced Tyr1007/Tyr1008 hyperphosphorylation (Fig. 2C, D). These results suggest that ruxolitinib binding to the active kinase is required to induce hyperphosphorylation of the activation loop Tyr1007/Tyr1008. To confirm this possibility in JAK1, we cloned ruxolitinib-resistant homologous mutation L1010F in JAK1. As shown with JAK2, the ruxolitinib-insensitive JAK1-V658F + L1010F variant failed to induce Tyr1022/Tyr1023 hyperphosphorylation of JAK1 (Fig. 2E, F). Fedratinib suppressed STAT5 phosphorylation and cell proliferation, and induced Tyr1022/Tyr1023 hyperphosphorylation of JAK1 (Fig. 2G, H). Collectively, these results suggest that ruxolitinib-induced JAK2-V617F hyperphosphorylation is mediated by an intrinsic mechanism where ruxolitinib binding to JAK2 in its active conformation is required.

**Fig. 2:**
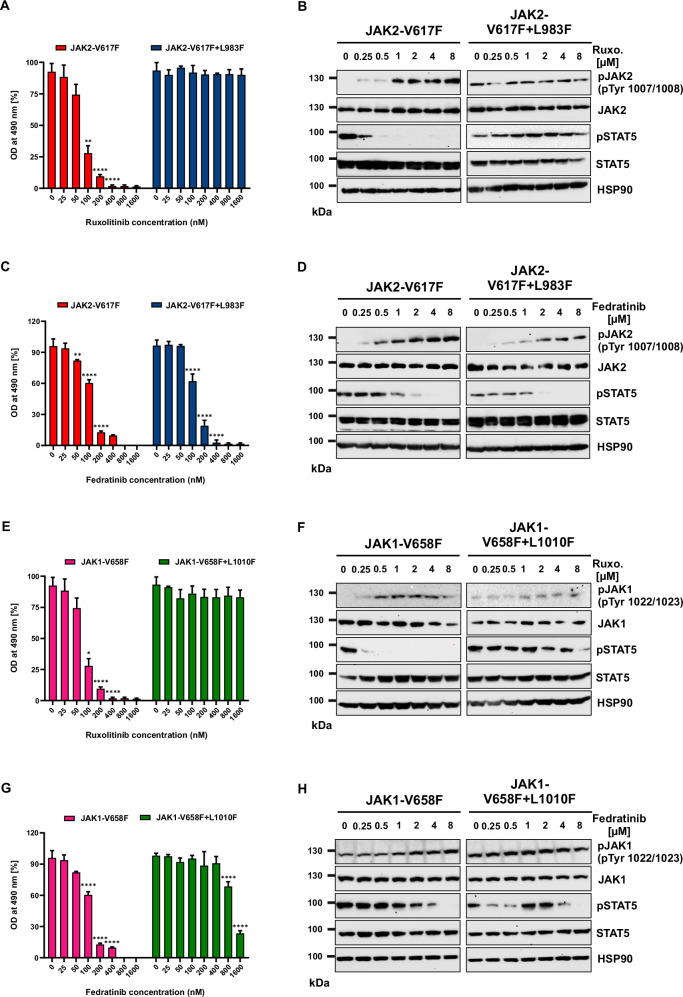
Ruxolitinib induced paradox JAK2 hyperphosphorylation is an intrinsic mechanism. JAK2-V617F and JAK2-V617F + L983F were stably expressed in Ba/F3 cells and analyzed for ruxolitinib sensitivity with the indicated concentrations. Proliferation was measured using 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2h-tetrazolium (MTS)- based method after incubation for 48 h in the presence of increasing concentrations of the inhibitor ruxolitinib (**A**). Data is shown as mean ± standard deviation (SD) (*n* = 3). OD—optical density. Immunoblot analysis of Ba/F3 cells expressing JAK2 mutants cultured with indicated concentrations of ruxolitinib for 4 h and lysates were subjected to indicated antibodies (**B**). A representative image of *n* = 2 two independent experiments is shown. JAK2-V617F and JAK2-V617F + L983F were stably expressed in Ba/F3 cells and analyzed for fedratinib sensitivity with the indicated concentrations. Proliferation was measured using 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2h-tetrazolium (MTS)- based method after incubation for 48 h in the presence of increasing concentration of the inhibitor fedratinib (**C**). Data is shown as mean ± standard deviation (SD) (*n* = 3). OD—optical density. Immunoblot analysis of Ba/F3 cells expressing JAK2 mutants cultured with indicated concentrations of fedratinib for 3 h and lysates were subjected to indicated antibodies (**D**). A representative image of *n* = 2 two independent experiments is shown. Ba/F3 cells expressing JAK1-V658F and JAK1-V658F + L1010F with ruxolitinib and measured the ruxolitinib sensitivity with the indicated concentrations. Proliferation was measured using 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2h-tetrazolium (MTS)- based method after incubation for 48 h in the presence of increasing concentrations of the inhibitor ruxolitinib (**E**). Data is shown as mean ± standard deviation (SD) (*n* = 3). OD—optical density. Immunoblot analysis of Ba/F3 cells expressing JAK1 mutants cultured with indicated concentrations of ruxolitinib for 3 h and lysates were subjected to indicated antibodies (**F**). A representative image of *n* = 2 two independent experiments is shown. Similarly, Ba/F3 cells expressing the JAK1 variants with the indicated concentration of fedratinib and measured the fedratinib sensitivity with the indicated concentrations. Proliferation was measured using 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2h-tetrazolium (MTS)- based method after incubation for 48 h in the presence of increasing concentration of the inhibitor fedratinib (**G**). Data is shown as mean ± standard deviation (SD) (*n* = 3). OD—optical density. Immunoblot analysis of Ba/F3 cells expressing JAK1 mutants cultured with increasing concentrations of fedratinib (0, 250, 500, 1000, 2000, 4000 and 8000 nM) for 4 h and lysates were subjected to indicated antibodies (**H**). A representative image of *n* = 2 two independent experiments is shown. ****p < 0.0001; **p < 0.01, *p < 0.05 and n.s., not significant, *p* > 0.05 by one-way ANOVA test.

#### Ruxolitinib-induced JAK2 hyperphosphorylation is due to protection of activation loop tyrosines from phosphatases

We hypothesized that phosphorylation of JAK2 activation loop tyrosines accumulates in the presence of ruxolitinib due to reduced dephosphorylation of JAK2 by phosphatases. We therefore co-treated cells expressing JAK2-V617F with phosphatase inhibitor (vanadate) and ruxolitinib and measured the phosphorylation of activation loop Tyr1007/Tyr1008. When phosphatase activity was blocked, STAT5 phosphorylation, as expected, was not suppressed in the presence of ruxolitinib and JAK2 was strongly phosphorylated without ruxolitinib. Surprisingly, JAK2 Tyr1007/Tyr1008 phosphorylation was inhibited in the presence of ruxolitinib (Supplementary Fig. S6 left side panel). Removing the phosphatase inhibitor from the same cells led to a regain of the ruxolitinib-mediated JAK2 hyperphosphorylation of activation loop Tyr1007/Tyr1008 (Supplementary Fig. S6 right side panel). These results suggest involvement of phosphatases in this process. In the presence of ruxolitinib the activation loop might not be accessible to the phosphatases. Next, we hypothesized that in the presence of Type I inhibitors, the JAK2 activation loop is buried inside the kinase domain, which subsequently leads to the protection of the activation loop tyrosines 1007/1008 from phosphatases. To test this hypothesis, we performed native, non-denaturing immunoprecipitation in the presence and absence of ATP-competitive inhibitors. Equal amounts of JAK2 were immunoprecipitated with flag-tag (N-terminus) antibody in the presence of vanadate, ruxolitinib, fedratinib, and in untreated control cells (Fig. 3A left four lanes). Immunoprecipitation with JAK2 antibody recognizing the pseudokinase domain of JAK2 also immunoprecipitated equal amounts of JAK2 (Fig. 3A middle four lanes). In contrast, immunoprecipitation with a phospho-specific antibody (pY1007/1008) revealed that ruxolitinib and fedratinib treatment led to the failure of immunoprecipitation of JAK2 (Fig. 3A, left panel, right four lanes) even though JAK2 was hyperphosphorylated (Fig. 3A, right panel). However, untreated control and vanadate treatment still resulted in JAK2 immunoprecipitation. Importantly, denaturing immunoprecipitation rescued JAK2 immunoprecipitation with a phospho-specific antibody (pY1007/1008) in the presence of ruxolitinib and fedratinib (Fig. 3B). These results imply that the activation loop conformation is stabilized inside the kinase domain in the presence of ATP-competitive inhibitors, which likely protects the activation loop pTyr1007/Tyr1008 from phosphatases.

**Fig. 3:**
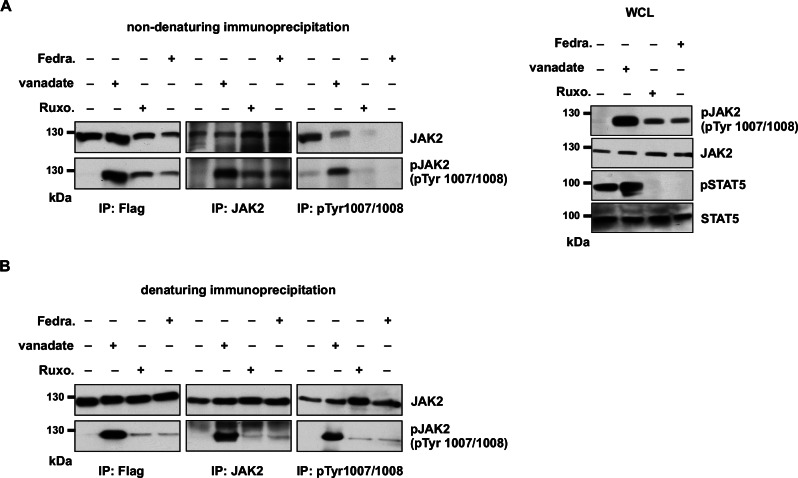
Phospho-specific antibody fail to immunoprecipitate JAK2 in the presence of ATP-competitive inhibitors. JAK2-V617F expressing Ba/F3 cells were treated without and with vanadate, ruxolitinib and fedratinib. Cells were lysed in a non-denaturing lysis buffer, and immunoprecipitation was carried out using the anti-flag antibody, anti-JAK2 antibody and phosphospecific Tyr1007/Tyr1008 JAK2 antibody. Immunocomplexes and whole-cell lysate (WCL) were analyzed by IB (**A**). Denaturing immunoprecipitation was carried out using the same antibodies mentioned in non-denaturing immunoprecipitation, and these results showed all the antibodies were able to immunoprecipitate JAK2 equally either in the presence or in the absence of ATP-competitive inhibitors (**B**). A representative image of *n* = 2 two independent experiments is shown.

#### Destabilization of the activation loop conformation leads to a decrease in activation loop phosphorylation and prevents paradox JAK2 hyperphosphorylation

JAK2 is a structurally flexible enzyme with large conformational changes existing between inactive and active states governed by phosphorylation of activation loop Tyr1007/Tyr1008. Lucet et al. revealed that several interactions within the kinase domain stabilize the well-ordered conformation of the activation loop. Among those, the interaction between the two antiparallel basic residues (β9/β6 and β10/β11) in the kinase domain and two arginine residues, Arg971 and Arg975, within the tip of the activation loop are important. In addition Lys999 residue establishes an intermolecular interaction with phosphorylated Tyr1008, which is important for stabilizing the activation loop conformation inside the kinase domain [22]. Previously, Lin et al. revealed the mechanism responsible for hyperphosphorylation of the Akt activation loop in the presence of Akt inhibitor GDC-0068. In their study, the authors demonstrated that when Akt is in an inhibited, conformationally restricted state, the phosphate group on Thr308 forms intramolecular interactions with Arg273 and Lys297 [23]. Based on this observation, we performed homology modeling of Akt with JAK2 and found that Arg273 and Lys297 of Akt are homologous to Arg976 and Lys 999 of JAK2. This made us question whether preventing R975 and K999 mediated interaction by alanine substitution leads to destabilization of the activation loop conformation as noticed in Akt. In line with our hypothesis, both JAK2-V617F + R975A and JAK2-V617F + K999A expressed in HEK293T cells exhibited reduced phosphorylation at Tyr1007/Tyr1008 of JAK2 compared to JAK2-V617F (Fig. 4A). Accordingly, less autophosphorylation of JAK2, and less STAT5 phosphorylation was found in JAK2-V617F + R975A and JAK2-V617F + K999A variants (Fig. 4A). Treatment of pervanadate rescued phosphorylation of JAK2 in V617F + R975A and V617F + K999A mutants, indicating that these residues play a critical role in the activation loop conformation of JAK2 (Fig. 4A) and destabilization of the activation loop conformation is prone to the action of phosphatases.

**Fig. 4:**
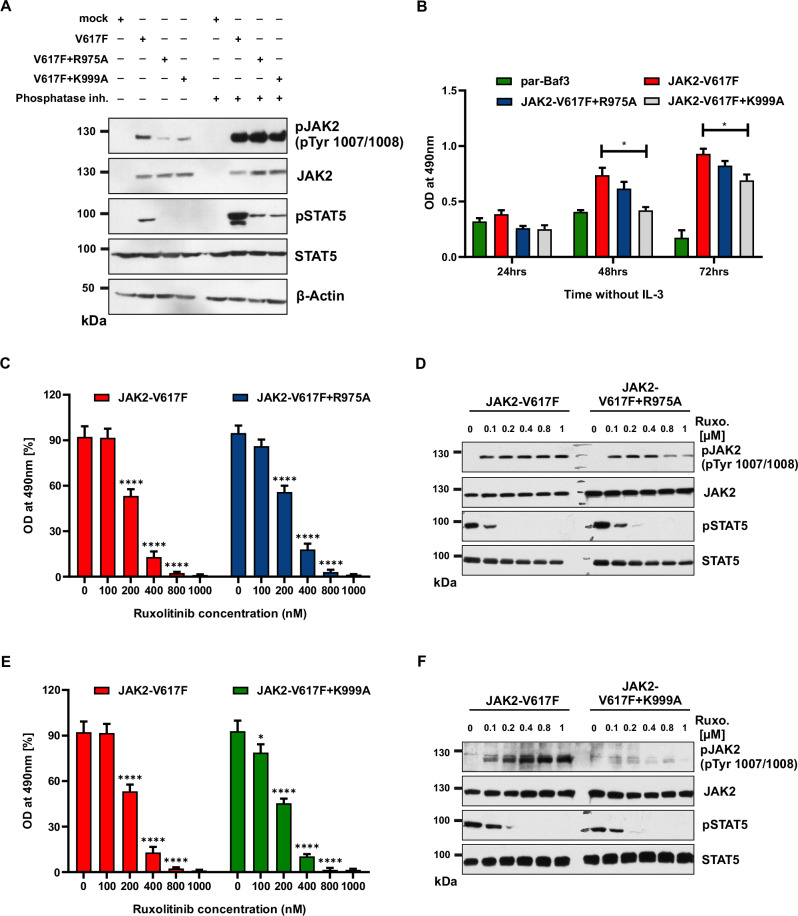
Destabilization of activation loop conformation leads to decrease in JAK2 activation and paradox JAK2 hyperphosphorylation. HEK293Tcells expressing the JAK2-V617F, JAK2-V617F + R975A and JAK2-V617F + K999A were serum starved and treated with 1 μM pervanadate and without and lysates were subjected with indicated antibodies (**A**). The proliferation of parental Ba/F3 cells and Ba/F3 cells expressing JAK2-V617FJAK2, JAK2-V617F + R975A and JAK2-V617F + K999A in the absence of interleukin-3 (IL-3) was quantified by the relative optical density (OD) after 96 h using MTS-based assay (**B**). Data is shown as mean ± standard deviation (SD) (*n* = 3). OD—optical density. JAK2-V617F and JAK2-V617F + R975A were stably expressed in Ba/F3 cells and analyzed for ruxolitinib sensitivity with the indicated concentrations. Proliferation was measured using 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2h-tetrazolium (MTS)- based method after incubation for 48 h in the presence of increasing concentrations of the inhibitor ruxolitinib (**C**). Data is shown as mean ± standard deviation (SD) (*n* = 3). OD—optical density. Immunoblot analysis of Ba/F3 cells expressing JAK2 mutants cultured with indicated concentrations of ruxolitinib for 4 h and lysates were subjected to indicated antibodies (**D**). A representative image of *n* = 2 two independent experiments is shown. JAK2-V617F and JAK2-V617F + K999A were stably expressed in Ba/F3 cells and analyzed for ruxolitinib sensitivity with the indicated concentrations. Proliferation was measured using 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2h-tetrazolium (MTS)- based method after incubation for 48 h in the presence of increasing concentration of the inhibitor ruxolitinib (**E**). Data is shown as mean ± standard deviation (SD) (*n* = 3). OD—optical density. Immunoblot analysis of Ba/F3 cells expressing JAK2 mutants cultured with increasing concentrations of ruxolitinib (0, 100, 200, 400, 800, and 1000 nM) for 4 h, and lysates were subjected to indicated antibodies (**F**). A representative image of *n* = 2 two independent experiments is shown. ****p < 0.0001; **p < 0.01, *p < 0.05 and n.s., not significant, *p* > 0.05 by one-way ANOVA test.

Surprisingly, the destabilization mutants JAK2-V617F + R975A and JAK2-V617F + K999A also led to a factor-independent growth of the Ba/F3 cells (Fig. 4B). Analysis of the destabilization mutants JAK2-V617F + R975A and JAK2-V617F + K999A with ruxolitinib treatment suggested that these mutants did not impair suppression of cell growth, suggesting that drug binding and activity of ruxolitinib is not affected by these mutants (Fig. 4C, E). Biochemical analysis of ruxolitinib treatment of JAK2-V617F + R975A mutants revealed increased phosphorylation of the activation loop at low concentrations (although reduced compared to JAK2-V617F) and a decrease in phosphorylation at higher concentrations (Fig. 4D), indicating that Tyr1007 interaction with Arg975 is required for the optimal protection of Tyr1007 phosphorylation from phosphatases. Similarly, treatment of JAK2-V617F + K999A mutants with ruxolitinib showed the absence of hyperphosphorylation at Tyr1007 and Tyr1008 residues (Fig. 4F), suggesting that phosphorylated Tyr1008 interaction with Lys999 is critical for the ruxolitinib-mediated stabilization of the Tyr1008 site. Taken together, these data indicate that ruxolitinib-induced paradoxical JAK2 hyperphosphorylation arises from protection of the activation loop tyrosines from phosphatases. In addition to the biochemical data, structural analysis of the JAK2 kinase domain revealed that the activation loop Tyr1007 is buried in the ruxolitinib bound state and substitution of Ala at Arg975 and Lys999 leads to exposure of the activation loop Tyr1007/1008 to the surface (Supplementary Fig. S7). Based on the study by Lucet et al., we introduced Ala at Lys1030 which is involved in interaction with phosphorylated Tyr1007. Interestingly, JAK2-V617F + K1030A showed less autophosphorylation of JAK2 and STAT5 (Supplementary Fig. S8A, B), and pervanadate treatment led to an increase in JAK2 and STAT5 phosphorylation (Supplementary Fig. S8A and B). Ruxolitinib treatment at lower concentrations showed less JAK2 hyperphosphorylation of JAK2-V617F + K1030A compared to JAK2-V617F, but at higher concentrations, led to an increase in activation loop Tyr1007/1008 phosphorylation (Supplementary Fig. S8C, D). Considering the greater effect of the interaction of Lys999 with phosphorylated Tyr1008 on ruxolitinib-induced hyperphosphorylation, our results suggest the greater importance of Tyr1008 interaction with residues to explain ruxolitinib-induced activation loop hyperphosphorylation.

#### Hyperphosphorylated JAK2 is hyperactive after ruxolitinib dissociation

Our data demonstrates that in the presence of Type I ATP-competitive inhibitors, JAK2 is hyperphosphorylated while STAT5 is suppressed (Fig. 1). However, when ruxolitinib was released from active JAK2 in Ba/F3 cells expressing JAK2-V617F, one hour after wash strong activation of STAT5 was observed compared to cells not exposed to ruxolitinib (Fig. 5A, B). However, no change in Akt activation and a modest increase in ERK1/2 were observed after one hour. (Fig. 5A). Consistent with rebound STAT5 activation, cells that were exposed to one-hour ruxolitinib treatment followed by washout showed increased expression of STAT5 target genes such as c-Myc and PIM1 but no change in Bcl-2 levels (Fig. 5C, supplementary Fig. S9). In order to measure the kinetics of ruxolitinib-induced paradoxical JAK2 activation loop Tyr1007/Tyr1008 phosphorylation, treatment with 1 μM ruxolitinib was extended for different time points. We found that 30 minutes of treatment was sufficient to induce activation loop Tyr1007/Tyr1008 phosphorylation (Supplementary Fig. S10). Consistent with this observation, cells exposed to ruxolitinib for one hour followed by ruxolitinib washout significantly increased cell proliferation compared to cells exposed to DMSO control (Fig. 5D). To investigate and reproduce our findings of rebound STAT5 activation and induction of PIM kinases in other models, we next performed ruxolitinib washout experiments on JAK2-V617F positive human HEL and SET-2 cell lines. Similar to our findings in Ba/F3 cells, both HEL and SET-2 cells displayed rebound activation of STAT5 and its target genes PIM1, PIM2 leading to hyperproliferation of cells after ruxolitinib washout compared to its control (Supplementary Fig. S11A–H).

**Fig. 5:**
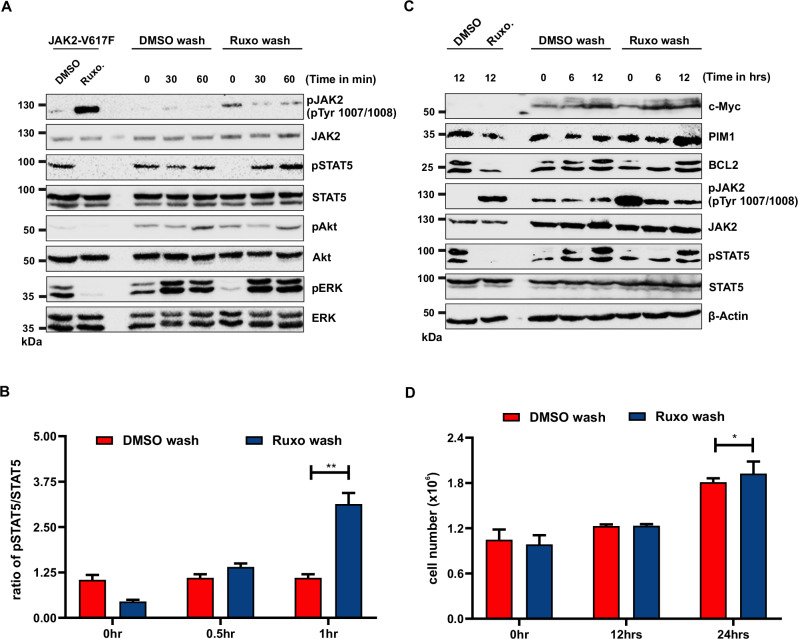
Hyper-phosphorylated JAK2 is hyperactive in in vivo. Ba/F cells expressing JAK2-V617F cells were treated for one hour with ruxolitinib and DMSO, and after one hour of pretreatment, ruxolitinib and DMSO is washed out from the cells with PBS (3 times) and incubated in the absence of inhibitor with indicated time points and lysates were measured for STAT5, AKT and ERK activity (**A**). Quantification of phsopho-STAT5 was measured with indicated time periods when lysates were prepared from ruxolitinib wash and DMSO wash (**B**). Similarly, ruxolitinib washed out and DMSO washed out samples were incubated with the indicated time period to measure the c-Myc, PIM1and Bcl-2 levels (**C**). Ba/F3 cells expressing the JAK2-V617F were treated with 1 μM ruxolitinib or DMSO for a time period of 45 min, and ruxolitinib and DMSO were washed out from cells and incubated for a period of 24-h and measured the cell proliferation using 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2h-tetrazolium (MTS)- based method. Data is shown as mean ± standard deviation (SD) (*n* = 3). OD—optical density (**D**). **p < 0.01, *p < 0.05 and n.s., not significant, *p* > 0.05 by Student’s *t* test.

#### Hyperphosphorylated JAK2 hyperactivates JAK2/STAT5 target gene expression

To gain further insights into hyperactive JAK2 after ruxolitinib dissociation, we performed RNA-seq analysis in Ba/F3 cells expressing JAK2-V617F exposed to either DMSO or ruxolitinib at 1 μM for 6 hours (Fig. 6A, B). 

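RNA was sequenced from 3 ruxolitinib-treated and 3 DMSO-treated cultures of Ba/F3 cells, a mouse pro-B cell line kept alive here by JAK2-V617F, after 6 h with 1 μM inhibitor or with solvent alone. The authors pseudo-aligned the reads to the GRCm38 transcripts with kallisto, summed them per gene, removed genes with low expression and deposited log2 CPM values, after TMM normalization and with a small constant added. In these libraries 100% of the low values correspond to whole reads once the constant is taken off, which gives the depth. Between 8310000 and 9730000 reads were on the listed genes in DMSO-treated libraries (median 8950000) and between 9340000 and 10270000 in ruxolitinib-treated libraries (median 9620000). The groups are held in separate tables of 11670 and 11868 genes, with constants of 0.222 and 0.213 CPM, so the deposited values are not on one scale and no test was run between them. The 3 ruxolitinib-treated libraries alone would give a constant of 0.206 CPM, so further libraries, which their table does not hold, entered its normalization. Each library was instead centred on its median over the 11624 genes that both tables hold, and the differences given are descriptions without a p-value. Ruxolitinib-treated replicate 2 differed from replicates 1 and 3 by a variance 15.4 and 15.1 times the sampling noise, against 3.85 times between replicates 1 and 3, so values without it are given where it decides. Across all genes, 363 differed by at least 1 log2 unit with no overlap between the groups, 34 of them higher and 329 lower in ruxolitinib-treated cells, a threshold chosen after the values were seen. With log2(CPM + 5), the alternative that moved this number most, 171 genes did so, and with quantile normalization 359 did, 75 higher and 284 lower. The groups did not overlap for 44.6% of all genes, where chance gives 10%.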

Ruxolitinib treatment led to an inhibition of canonical JAK2-signaling and STAT5 target genes such as *PIM* and *ID1*. In addition, we noticed a downregulation of *TGM2, Serpina 3 g, SPP1* and *ACTG1* (Fig. 6B). 

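Pim1 (ENSMUSG00000024014.8, chromosome 17, 29490753 to 29496112 on the plus strand of GRCm38) had 5.87 ± 0.15 log2 CPM in ruxolitinib-treated cells and 8.69 ± 0.04 in DMSO-treated cells (SD, n = 3 each), and fell by 2.84 after centring. Pim2 (ENSMUSG00000031155.16, chromosome X, 7878262 to 7883432, plus strand) had 3.66 ± 0.29 and 5.99 ± 0.08 log2 CPM (SD, n = 3 each) and fell by 2.34. Pseudogene Gm21182 is 94.7% identical to Pim2 over 798 bases, so pseudo-alignment could have split some Pim2 reads. Id1 (ENSMUSG00000042745.9, chromosome 2, 152736251 to 152737410, plus strand) had 4.74 ± 0.03 and 6.67 ± 0.05 log2 CPM (SD, n = 3 each) and fell by 1.95. With each library left out in turn, the differences ranged from -2.91 to -2.77 for Pim1, from -2.46 to -2.19 for Pim2 and from -1.96 to -1.92 for Id1. Each of the 3 genes was lower in every ruxolitinib-treated library than in every DMSO-treated library, by more than the spread between replicates. Further JAK2 and STAT5 target genes, listed before the data were examined, were also lower, with differences of -2.33 for Osm, -1.32 for Cish, -0.71 for Socs2 and -0.28 for Bcl2. Myc fell by 0.97, but its 3 ruxolitinib-treated libraries had 7.24, 8.29 and 7.50 log2 CPM, and without replicate 2 the difference was -1.29. The difference for the mouse gene Jak2 was 0.06, with overlapping groups. The cloned JAK2 was human by the supplementary methods, and the reads were aligned to mouse transcripts. The value therefore cannot be taken as a measure of JAK2-V617F. Pim3 was not analysed singly here, although it is on the STAT5 list used below.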

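Serpina3g (ENSMUSG00000041481.16, chromosome 12, 104236245 to 104241939, plus strand) had 4.64 ± 0.04 log2 CPM in ruxolitinib-treated cells and 7.47 ± 0.08 in DMSO-treated cells (SD, n = 3 each), and fell by 2.86 after centring. Its near copy Serpina3h is 93.9% identical over 838 bases. Actg1 (ENSMUSG00000062825.15, chromosome 11, 120345690 to 120348542, minus strand), which has 12 near copies, had 8.69 ± 0.09 and 9.21 ± 0.06 log2 CPM (SD, n = 3 each) and fell by 0.55. Tgm2 (ENSMUSG00000037820.15, chromosome 2, 158116402 to 158146436, minus strand) had 9.77 ± 0.10 and 10.27 ± 0.01 log2 CPM (SD, n = 3 each) and fell by 0.52. Gm20412, on the other strand, shares 522 bases with Tgm2, and the counting is not stated to use strand. Spp1 (ENSMUSG00000029304.14, chromosome 5, 104435118 to 104441050, plus strand) had 5.06 ± 0.14 and 5.42 ± 0.07 log2 CPM (SD, n = 3 each) and fell by 0.39. The 3 ruxolitinib-treated libraries lay below all DMSO-treated libraries for each of these genes. Leaving out one library at a time gave differences from -0.58 to -0.51 for Actg1, from -0.56 to -0.47 for Tgm2 and from -0.46 to -0.30 for Spp1.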

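In a separate experiment, cells were exposed for 1 h to 1 μM ruxolitinib or to DMSO, washed and kept for 6 h without inhibitor, which gave 3 ruxo-wash and 3 DMSO-wash libraries. The authors placed all 6 libraries in one table of 13085 genes and normalized them together to log2 CPM. The low values in this table do not correspond to whole reads, so the depth of each library is unknown. The lowest value, -3.45, would correspond to a mean effective library of 21900000 reads if 2 reads had been added to each gene. The groups were compared by limma-trend, which takes the place of the voom weights because these need counts, with Benjamini-Hochberg adjustment over all genes in the table. Of the 13085 genes, 3 had an adjusted p under 0.05 and all 3 were lower in ruxo-wash cells. At an unadjusted p under 0.05 there were 920 genes, where 654 are expected by chance, and at an unadjusted p under 0.001 there were 41, where 13.1 are expected. The groups did not overlap for 12.9% of genes, against 10% by chance. Without the mean-variance trend, the alternative that moved the number most, 9 genes passed, none of them among the 3. With one library left out at a time, 0 or 1 gene passed, while between 824 and 880 genes had an unadjusted p under 0.05. In libraries simulated with 200 genes changed by 1 log2 unit, the same fit recovered 78% of them. The simulation took the assumed depth of 21900000 reads and changed only more highly expressed genes. It gives no power for smaller changes, such as those of Pim2, Id1 and Tgm2 below.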

Next, we performed RNA-seq analysis on cells exposed to one-hour ruxolitinib, followed by ruxolitinib washout compared to DMSO washout cells. 

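Pim2 had 6.97 ± 0.04 log2 CPM in ruxo-wash cells and 6.62 ± 0.08 in DMSO-wash cells (SD, n = 3 each). The log2 fold change was 0.35 (standard error 0.05, adjusted p = 0.218 from limma-trend with Benjamini-Hochberg adjustment over all genes), and it ranged from 0.30 to 0.37 with one library left out at a time. The 3 ruxo-wash libraries lay above the 3 DMSO-wash libraries (exact two-sided permutation test, p = 0.10, the smallest that 3 against 3 can give). Over the other settings tried, the adjusted p of Pim2 from limma ranged from 0.165 to 0.677. Some reads of this gene could have been shared with its near-identical pseudogenes Gm21182 and Gm7645. Pim1 rose by 0.10 log2 units (standard error 0.03, adjusted p = 0.659, limma-trend with Benjamini-Hochberg adjustment), from 8.59 ± 0.05 to 8.68 ± 0.03 log2 CPM (SD, n = 3 each).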

Ruxolitinib washout cells displayed a significant increase in PIM2, which is a crucial STAT5 target gene (Fig. 6C). Additionally, a significant upregulation of *ID1* was observed, which has been shown to be a JAK2-V617F target gene in MPNs [24] (Fig. 6C). 

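Id1 had 9.27 ± 0.02 log2 CPM in ruxo-wash cells and 9.13 ± 0.02 in DMSO-wash cells (SD, n = 3 each), a log2 fold change of 0.14 (standard error 0.02, adjusted p = 0.197, limma-trend with Benjamini-Hochberg adjustment). It stayed between 0.13 and 0.15 with one library left out at a time, and the libraries of the 2 groups did not overlap (exact two-sided permutation test, p = 0.10). Its adjusted p from limma ranged from 0.148 to 0.689 over the other settings. The annotation lists no overlapping gene for Id1, and no near copy was found among the transcripts. Of the other JAK2 and STAT5 target genes on the list, Cish changed by 0.13, Socs2 by 0.04, Osm by -0.02, Myc by -0.02 and Bcl2 by -0.26, and limma-trend gave adjusted p from 0.445 (Bcl2) to 0.988 (Osm) after Benjamini-Hochberg adjustment. The signs for Socs2 and Osm changed with the library left out.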

Interestingly, *MPL* and *TGM2* were also significantly upregulated in ruxo-wash compared to DMSO-wash (Fig. 6C). 

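Tgm2 had 8.52 ± 0.01 log2 CPM in ruxo-wash cells and 8.36 ± 0.01 in DMSO-wash cells (SD, n = 3 each), a log2 fold change of 0.16 (standard error 0.02, adjusted p = 0.175 from limma-trend with Benjamini-Hochberg adjustment). For Tgm2, which shares bases with Gm20412 on the other strand, the range was 0.15 to 0.16 with a library left out, and limma gave an adjusted p from 0.130 to 0.677 over the other settings. Its groups did not overlap (exact two-sided permutation test, p = 0.10). The genes past the adjusted threshold were Spp1, with a log2 fold change of -0.50 (standard error 0.03, adjusted p = 0.0217, limma-trend with Benjamini-Hochberg adjustment), Anxa5, with -0.48 (standard error 0.03, adjusted p = 0.0289), and Hba-a1, with -0.21 (standard error 0.02, adjusted p = 0.0367). The call of Spp1 held in 1 of the fits that left out a library, the one without ruxo-wash replicate 2, where its adjusted p from limma was 0.0380. Hba-a1 is 99.8% identical to Hba-a2, so its reads cannot be assigned with certainty. From the higher PIM2, ID1 and TGM2 in ruxo-wash than in DMSO-wash cells, the paper states that these genes were significantly upregulated after washout, and it describes PIM2 as a STAT5 target and ID1 as a target of JAK2-V617F.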

Promoter analysis of *ID1* and *MP*L suggests that both genes have a consensus sequence TTCN_(2-4)_GAA of the GAS site by which STAT molecules bind as shown before [25] (Supplementary Fig. S12). 

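In the annotation of GRCm38, Id1 is a protein-coding gene read from the plus strand. The longest annotated transcript of Id1 has 1160 bases with a GC content of 54.7%. The promoter sequence itself was not analysed here.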

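CHZ868 binds JAK2 as a type II inhibitor, and its libraries came in a pair of tables. One table holds 3 CHZ868-treated libraries (6 h at 1 μM, 7880000 to 10670000 reads on listed genes, median 8510000) and the same 3 DMSO-treated libraries that served for ruxolitinib. The other holds 3 CHZ868-wash libraries (1 h at 1 μM and 6 h without inhibitor, 8150000 to 9090000 reads, median 8890000) and 3 DMSO-wash libraries of their own (8740000 to 9880000 reads, median 9340000). The authors normalized each table to log2 CPM, over 11670 and 11355 genes, and its low values correspond to whole reads. Each table was fitted by itself with limma-trend and Benjamini-Hochberg adjustment, so levels are compared only inside a table. In CHZ868-treated cells 6214 genes passed an adjusted p of 0.05, 3130 of them higher and 3084 lower, and the groups did not overlap for 59.7% of genes, against 10% by chance. A threshold of 0.58 on the log2 fold change, the alternative that moved this number most, left 2941. After CHZ868 washout 457 genes passed, 222 higher and 235 lower, with 31.0% of genes not overlapping. This number rests on few libraries: it was 1426 without DMSO-wash replicate 3, 1298 without DMSO-wash replicate 2 and 0 or 1 without any one of the other 4, where between 1881 and 2137 genes had an unadjusted p under 0.05. Without the mean-variance trend it was 0, with 2562 genes at an unadjusted p under 0.05. DMSO-wash replicate 3 differed from replicates 1 and 2 by a variance 10.2 and 16.5 times the sampling noise, where replicates 1 and 2 differed by 4.00 times.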

To confirm that the transcriptional profile is specific for hyperactive JAK2 in the presence of ruxolitinib, we treated JAK2-V617F cells with a Type II JAK2 inhibitor (CHZ868), which does not induce JAK2 hyperphosphorylation (Supplementary Fig. S13A) and performed RNA-seq analysis in DMSO and CHZ868 treated,- and washout samples. As expected, CHZ868 treated samples showed inhibition of inflammatory and interleukin-related genes upon JAK2 inhibition (Supplementary Fig. S13B). However, CHZ868-wash failed to increase *PIM2, MPL, ID1*, and *TGM2* transcript levels in contrast to ruxo-wash samples (Supplementary Fig. S13C, D). 

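A list of inflammatory and interleukin genes has 18 members in the table. Their median log2 fold change in CHZ868-treated cells was -0.38, from -0.40 to -0.31 with a library left out, and 14 of the 18 were lower. As a set they were lower by camera (adjusted p = 0.00629 over the 8 lists, Benjamini-Hochberg), and the call held by fry (adjusted p = 3.00e-05) and by camera with an estimated inter-gene correlation (adjusted p = 0.0445). Singly, 11 passed as lower and 2 as higher over all genes tested, and 14 passed when adjusted over the list alone. The interferon response list had a median of -1.38, the STAT5 targets -1.34, the MYC targets -0.55 and the TNF and NF-kB response -0.43, while mitosis had 0.53, heme metabolism 0.35 and DNA replication 0.21. All 8 lists passed by camera and by fry, and all but heme metabolism did with an estimated correlation (adjusted p = 0.0687, camera with Benjamini-Hochberg adjustment). Heme metabolism was also the list that camera did not call with quantile normalization. Of the JAK2 and STAT5 targets named earlier, the log2 fold changes were -3.20 for Pim1, -2.56 for Pim2, -2.46 for Osm, -2.24 for Id1, -1.39 for Cish, -0.66 for Socs2, -0.45 for Bcl2 and -0.27 for Myc, each past the adjusted threshold. Bcl2 is not on the STAT5 list. Of the 17 members of that list, 14 passed as lower and 2 as higher over all genes tested. Serpina3g (-2.32), Actg1 (-0.79) and Tgm2 (-0.67) were past the threshold, whereas Spp1 changed by 0.09 (adjusted p = 0.450, limma-trend with Benjamini-Hochberg adjustment). The 5 largest falls past the threshold were those of Gm12250 (-6.55), BC023105 (-5.99), Socs1 (-5.20), Gm5970 (-5.02) and Gm12185 (-4.91), with 2 to 12 reads per library left for Gm12250 against 704 to 847 in DMSO-treated cells. BC023105 is 94.4% identical to Gm4841, and Gm12185 has 82 near copies.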

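Pim2 had 7.36 ± 0.16 log2 CPM in CHZ868-wash cells and 7.28 ± 0.15 in their DMSO-wash cells (SD, n = 3 each), a log2 fold change of 0.07 (standard error 0.11, adjusted p = 0.712, limma-trend with Benjamini-Hochberg adjustment). Id1 had 7.73 ± 0.18 and 7.72 ± 0.20 log2 CPM (SD, n = 3 each), a log2 fold change of 0.02 (adjusted p = 0.947, limma-trend with Benjamini-Hochberg adjustment). Tgm2 had 10.02 ± 0.03 and 10.03 ± 0.14 log2 CPM (SD, n = 3 each), a log2 fold change of -0.01 (adjusted p = 0.952, limma-trend with Benjamini-Hochberg adjustment). The sign of these 3 changed with the library left out. For a difference between the inhibitors, the washout effects themselves were compared in a limma-trend fit of all 12 washout libraries over the 10078 genes both tables hold. The effect of ruxolitinib washout exceeded that of CHZ868 washout by 0.27 log2 units for Pim2 (adjusted p = 0.279, Benjamini-Hochberg), by 0.17 for Tgm2 (adjusted p = 0.343) and by 0.13 for Id1 (adjusted p = 0.663). Without DMSO-wash replicate 3 of the CHZ868 experiment the difference was 0.25 for Tgm2 (limma adjusted p = 0.0260, and from 0.323 to 0.441 over the settings that keep all libraries). For Id1 it ranged from 0.024 without CHZ868-wash replicate 1 to 0.24 without that DMSO-wash library (limma adjusted p from 0.941 to 0.233, Benjamini-Hochberg). Of the 10078 genes, 191 passed in this fit, 98 with a higher effect after ruxolitinib washout and 93 with a higher effect after CHZ868 washout. The inhibitors were run in separate experiments, so inhibitor and experiment cannot be told apart. In the paper's reasoning, CHZ868, which does not induce JAK2 hyperphosphorylation, tests whether the profile is specific for hyperactive JAK2, and the missing rise of PIM2, ID1 and TGM2 in CHZ868-wash samples stands in contrast to the ruxo-wash samples.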

In order to identify ruxolitinib mediated rebound activation of STAT5 target genes induction in MPN patients, we collected RNA-seq data of MPN patients treated with either ruxolitinib or other treatments (non-JAK inhibitor) from the MLL (Münchner Leukämielabor GmbH). RNA-seq analysis revealed significant upregulation of *PIM2* and *MPL* genes in patients treated with ruxolitinib compared to the non-JAK inhibitor treatment cohort (Fig. 6D). In line with our data, a previous study by Chen et al. showed a significant increase in *PIM2* levels after developing resistance to ruxolitinib in MPN patient [26]. Since PIM kinases were upregulated on the protein level (Fig. 5C) and transcript level (Fig. 6C) in ruxolitinib-treated samples, we generated Ba/F3 cell lines expressing JAK2-V617F, resistant to ruxolitinib at 2 μM and 4 μM. Co-treatment with the PIM inhibitor TP-3654 at 500 nM drastically reduced the number of ruxolitinib-resistant clones at 2 μM and 4 μM concentrations (Supplementary Fig. S14). These results demonstrate that ruxolitinib-dependent upregulation of PIM kinases contributes to ruxolitinib resistance and suggests that co-treatment of ruxolitinib with PIM kinase inhibitors prevents the development of ruxolitinib resistance. Upregulation of PIM1 and to some extent also PIM2 was confirmed in ruxolitinib-resistant sublines (Fig. 6E). Interestingly, ruxolitinib treatment in naïve cells leads to downregulation of PIM kinases (Fig. 6E). Of note, all resistant sublines that displayed strong c-Myc and PIM1 expression seemed to correlate with STAT5 phosphorylation and inversely correlated to c-Myc expression. Consistent with this, analysis of RNA-seq data from ruxolitinib and fedratinib persistent HEL clones deposited by Kong et al. [27] displayed significant upregulation of *PIM* kinases and *ID1* compared to parental cells (Supplementary Fig. S15A, B) suggesting that rebound activation of PIM kinases play a major role in type I inhibitor persistence due to non-permanent occupation of JAK2 with these inhibitors.

**Fig. 6:**
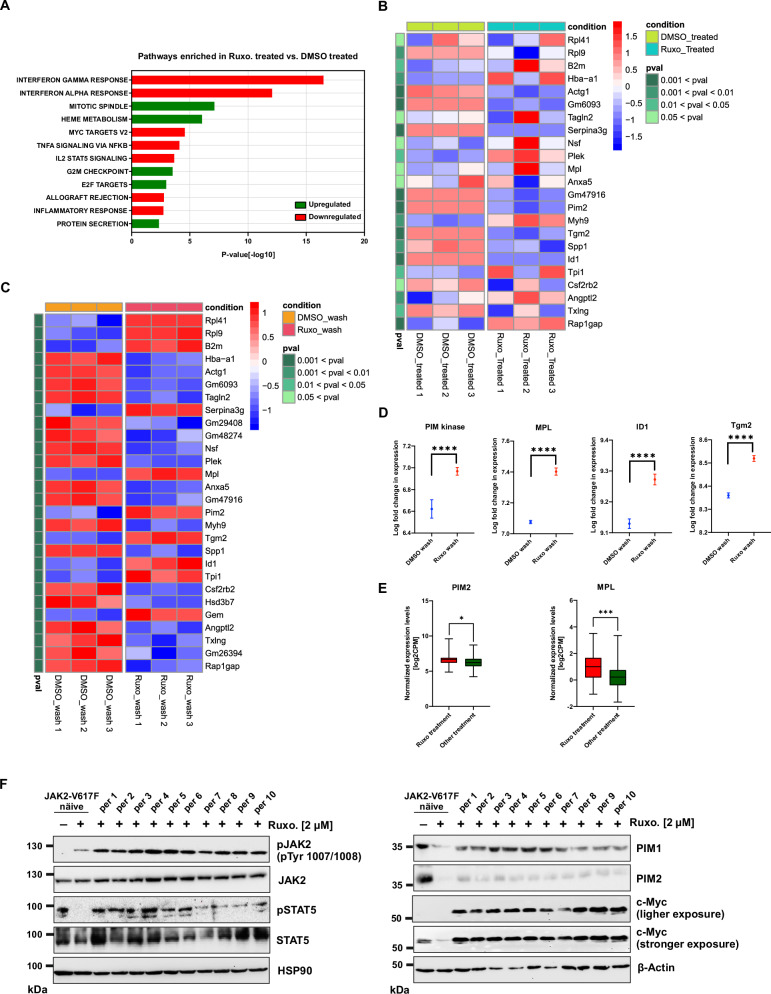
Ruxolitinib treated JAK2-V617 display hyperactivation of STAT5 target genes PIM, ID1 and MPL after ruxolitinib dissociation. Gene set enrichment analysis (GSEA) identifies Hallmark gene sets enriched in Ruxo-treated compared to DMSO-treated samples. The x-axis represents the -log10(*p* value), indicating the statistical significance of enrichment. The y-axis shows the names of the Hallmark gene sets. The color of each bar represents the direction of enrichment, with green indicating upregulation and red indicating downregulation of genes within the corresponding set (**A**). Heatmap depicting the log-CPM expression values (Z-score scaled) of selected genes across DMSO-treated and Ruxo-treated experimental conditions. The x-axis represents the experimental groups replicates, and the y-axis shows the individual genes. *P* value scale at the left provides statistical significance reference for interpreting the expression values (**B**). Heatmap depicting the log-CPM expression values (Z-score scaled) of selected genes across DMSO-wash and Ruxo-wash experimental conditions. The x-axis represents the experimental groups replicates, and the y-axis shows the individual genes. *P* value scale at the left provides statistical significance reference for interpreting the expression values (**C**). Quantification of representative values of *PIM2, ID1, MPL* and *TGM2* was shown between the DMSO wash and ruxolitinib wash samples (**D**). RNA-seq data of MPN patients treated with ruxolitinib (*n* = 36) and non-JAK inhibitor treatment (*n* = 126) was analyzed for *PIM2* and *MPL* transcripts levels (**E**). Immunoblot analysis of ruxolitinib persisters developed were subjected to indicated antibodies (**F**). A representative image of *n* = 2 two independent experiments is shown. ****p < 0.0001; ***p < 0.001, *p < 0.05 and n.s., not significant, *p* > 0.05 by Student’s *t* test.

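A list of 20 STAT5 target genes, among them the Pim genes and Id1, has 17 members in the washout table. Between ruxo-wash and DMSO-wash cells their median log2 fold change was 0.07, with 11 higher and 6 lower. Camera called the list higher (adjusted p = 0.0213 over the 8 lists, Benjamini-Hochberg), fry did so too (adjusted p = 0.0181), and camera with an estimated inter-gene correlation did not (adjusted p = 0.254). With one library left out the median ranged from 0.05 to 0.10 and camera called the list in 2 of 6 fits, those without ruxo-wash replicate 2 or DMSO-wash replicate 2, where its smallest adjusted p was 0.0202 and its largest over all 6 was 0.154. The call is not independent evidence, because the paper reports the Pim genes and Id1 on the same libraries. Without Pim1, Pim2 and Id1, an alternative chosen after the values were seen, the other 14 members had a median of 0.02 (-0.014 to 0.067 with one library left out). Of these, 8 were higher and 6 lower, and neither camera (adjusted p = 0.339, Benjamini-Hochberg) nor fry (adjusted p = 0.192) called the list. Singly, 0 members passed over all genes tested and 5 passed when adjusted over the list alone. Fry also called the DNA replication list higher (median 0.03, adjusted p = 0.0166, Benjamini-Hochberg), which camera did not (adjusted p = 0.247). The other lists had medians from -0.06 for the TNF and NF-kB response to 0.01 for mitosis, and neither method called them. The same STAT5 list after CHZ868 washout had a median of -0.04 and was not called (camera adjusted p = 0.653, Benjamini-Hochberg), and the difference between the washout effects was not called either (median 0.13, camera adjusted p = 0.366, Benjamini-Hochberg). With one library left out the median after CHZ868 washout ranged from -0.071 to -0.0076, and that of the difference from 0.013 without ruxo-wash replicate 3 to 0.17 without DMSO-wash replicate 3 of the CHZ868 experiment.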

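The Hallmark sets themselves were not used here, and 8 lists of mouse genes on the same themes took their place. In ruxolitinib-treated against DMSO-treated cells, the median difference was -1.61 log2 units for the interferon response (40 of 41 members lower), -1.07 for the STAT5 targets (14 of 17 lower), -0.60 for the MYC targets (38 of 40 lower) and -0.48 for the TNF and NF-kB response (19 of 21 lower). Each of these medians lay at percentile 0 among 10000 random lists of the same size matched on mean expression, a description of these libraries and not a test. Inflammatory and interleukin genes had a median of -0.21 (12 of 18 lower, percentile 1.33). Mitosis had a median of 0.38 (29 of 30 higher, percentile 100), heme metabolism of 0.32 (16 of 19 higher, percentile 99.9) and DNA replication of 0.20 (25 of 30 higher, percentile 97.3). No list changed sign when a library was left out.

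**Figure D1:**
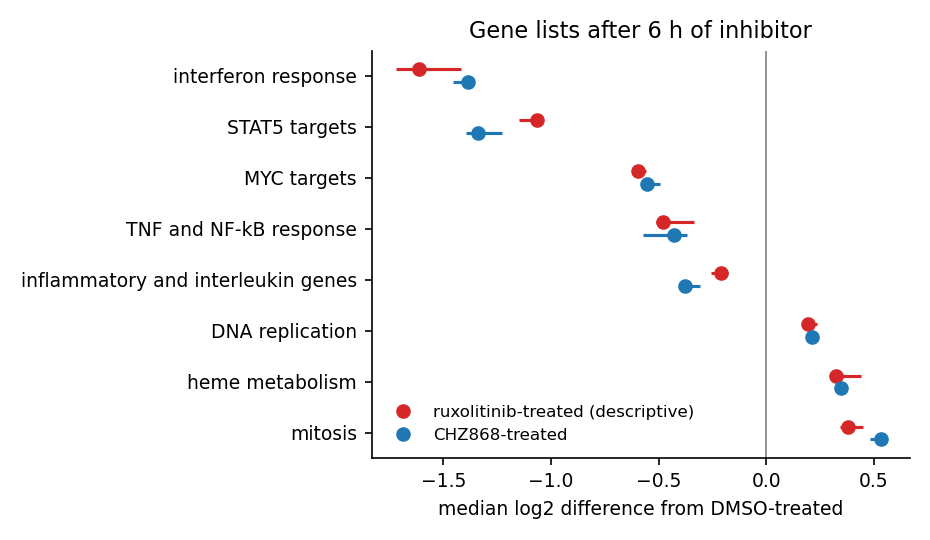
Median log2 difference from DMSO-treated cells of each gene list (x axis) after 6 h of ruxolitinib (red, descriptive) or CHZ868 (blue), with lines for the range when one library was left out. The same 5 lists lie below 0 and the same 3 above 0 for both inhibitors, which were set against the same DMSO-treated libraries.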

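All 23 genes of the heatmap in Fig. 6B are in both tables. Of these, 11 were higher and 12 lower in ruxolitinib-treated cells, and for 16 the groups did not overlap. Rap1gap rose by 0.85, Hba-a1 by 0.80 and Angptl2 by 0.74 log2 units, the largest rises on the list, and without ruxolitinib-treated replicate 2 Hba-a1 rose most, by 1.08, with 0.88 for Rap1gap and 0.58 for Angptl2. The differences of the lincRNA Gm47916 and of Gm6093, which lies on the other strand at the same place, were -2.05 and -1.95. The differences of Rpl41, Tagln2 and Nsf were 0.01, 0.08 and 0.13, and those of Anxa5 and Csf2rb2 were -0.04 and -0.12. The sign of Rpl41, Tagln2 and Anxa5 turned with a library left out, with -0.072 for Tagln2 and 0.023 for Anxa5 without ruxolitinib-treated replicate 2, and -0.11 to 0.11 for Rpl41.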

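All 28 genes of the heatmap in Fig. 6C are in the table, and for all 28 the ruxo-wash libraries did not overlap the DMSO-wash libraries. Of these, 10 were higher and 18 lower in ruxo-wash cells, with log2 fold changes of 0.06 to 1.02 in size (median 0.25). By limma-trend 26 of them had an unadjusted p under 0.001 and 3 passed Benjamini-Hochberg adjustment over all genes. All 28 passed when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same libraries. In the CHZ868-wash table 23 of the 28 are listed, 11 of them higher and 12 lower, and 2 passed adjustment over all genes. For 4 of these 23 the washout effects differed between the inhibitors with an adjusted p under 0.05, and for 12 when adjusted over the list alone.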

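The bars of Fig. 6D for the ruxolitinib experiment match mean log2 CPM values, although the axis is labelled as a change in expression. The log2 CPM values are drawn here beside those of the CHZ868 experiment.

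**Figure D2:**
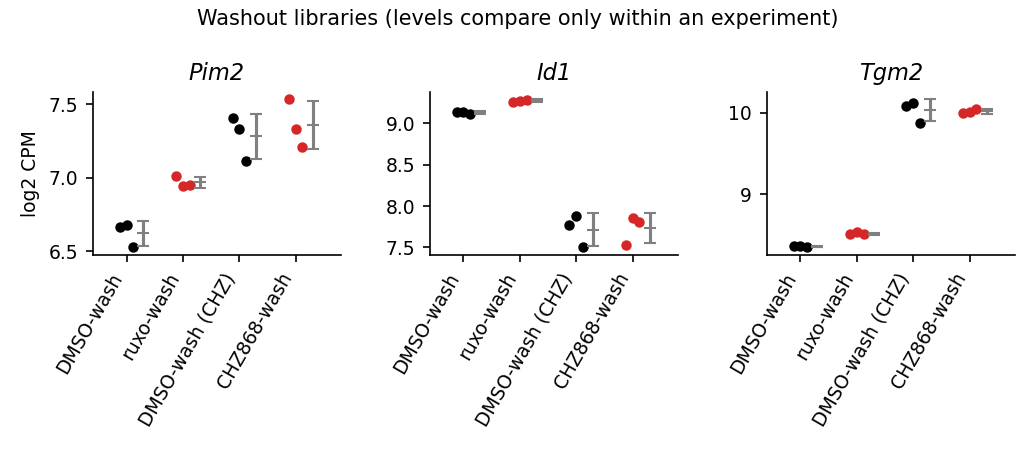
Expression (y axis, log2 CPM) of Pim2, Id1 and Tgm2 in each washout library of both experiments, black for DMSO-wash and red for inhibitor wash, with the mean ± SD in grey beside the 3 points. In each panel the 3 ruxo-wash points lie above the 3 DMSO-wash points of their experiment, and the CHZ868-wash points overlap their DMSO-wash points.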

#### PIM kinases play an essential role in ruxolitinib-induced hyperproliferation and resistance towards ruxolitinib

To gain a deeper insight into the ruxolitinib-induced paradoxical increase of activation loop tyrosines and examine kinase inhibition by ruxolitinib, we performed kinase activity profiling using PamChip®4. PamChip analysis results showed that kinases that are involved in signal transduction, immune system regulation, cancer pathways, cell growth and cell death were significantly affected by ruxolitinib treatment (Fig. 7A). String analysis illustrates influenced kinases and their crosslink which were mainly affected by the targeted inhibition of JAK1 and JAK2 after ruxolitinib treatment. Among the protein tyrosine kinases (PTKs), the SRC family kinases were most strongly inhibited. Regarding the serine/threonine kinases, PIM2, together with CHK1 and DAPK2, were inhibited with ruxolitinib treatment (Fig. 7A–C). Ruxolitinib recovery after 15 min showed an increase in the activity of kinases that are involved in signaling pathways, such as JAK-STAT, chemokine, Ras and Erbb compared to ruxolitinib treatment. (Supplementary Figure S16A–C). Since ruxolitinib treated MPN patients displayed significant induction of PIM2 levels, we suspected that PIM kinases might be involved in ruxolitinib-induced hyperproliferation and persistence. For this purpose, we ectopically expressed PIM1 and PIM2 in JAK2-V617F expressing Ba/F3 cells and found that PIM kinases induced c-Myc and Akt, as shown before [28, 29] (Fig. 7D). PIM1 and PIM2 overexpressing JAK2-V617F cells exhibited hyperproliferation after ruxolitinib washout compared to DMSO washout (Supplementary Fig. S16D). Consistent with the hyperproliferation, PIM1 and PIM2 expressing cells displayed a greater number of ruxolitinib persisters at 4 μM concentration (Fig. 7F). In contrast to these data, knockdown of PIM1 and PIM2 led to a decrease in c-myc and Akt activation (Fig. 7E), and inhibition of ruxolitinib-induced hyperproliferation (Supplementary Fig. S16E). PIM2 knockdown displayed fewer ruxolitinib persisters at 4 μM concentration (Fig. 7G). Collectively, our study uncovers the significance of paradoxical JAK2-V617F activation loop hyperphosphorylation in the presence of type I JAK inhibitors. In the presence of ATP, JAK2-V617F leads to the phosphorylation of the activation loop Tyr1007/Tyr1008 activating STAT5 and PIM kinases (Fig. 8A). Ruxolitinib preferentially binds when the activation loop Tyr1007/Tyr1008 are fully phosphorylated (Fig. 8B). The conformation of the activation loop within the kinase domain is stabilized by ruxolitinib binding and supported by interactions of Tyr1007/Tyr1008 to Arg976 and Lys999. This protects the activation loop tyrosines from phosphatases, which leaves Tyr1007/Tyr1008 in a state of paradoxical hyperphosphorylation, but JAK2 in an inactive state (Fig. 8C). After ruxolitinib release, hyperphosphorylation of JAK2 Tyr1007/Tyr1008 leads to a rebound hyperactivation of STAT5 and PIM kinases (Fig. 8D). This mechanism may also contribute to persistence of MPN in patients receiving ruxolitinib who do not acquire mutations in the kinase domain of JAK2. Our results demonstrate that PIM kinases are a critical downstream mediator of hyperactivated JAK2. As co-treatment with a PIM kinase inhibitor prevented ruxolitinib resistance in vitro, our data supports the rational of using PIM inhibitors as a combination treatment with JAK inhibitors in JAK mutated MPN.

**Fig. 7:**
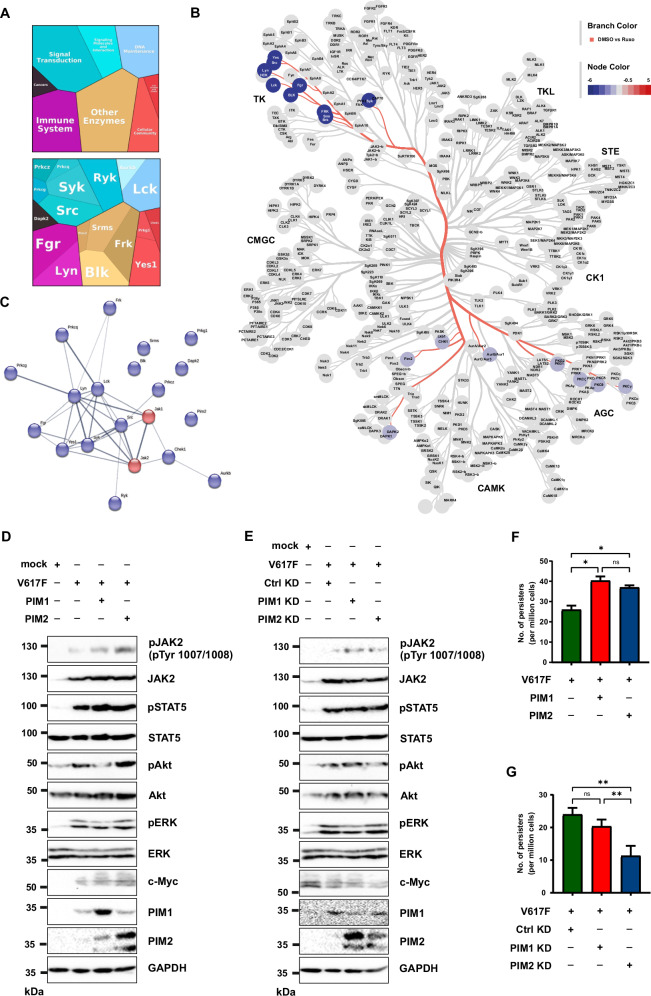
PIM kinases play an indispensable role in ruxolitinib-induced hyperproliferation and persistence. The proteomap illustrates the most altered kinases, represented as polygon-shaped tiles, with their mean kinase statistics. Proteins within the same category are color-coded similarly and positioned adjacently to form larger regions. In this case, the activity of all displayed kinases is reduced compared to the control (DMSO) due to the effective inhibition of JAK kinases by ruxolitinib. The size of each polygon is proportional to the magnitude of change (**A**). Tyrosine and serine/threonine kinases affected by ruxolitinib inhibition of JAK1/2 in the phylogenetic kinome tree (**B**). String network (medium confidence of 0.400) for kinases influenced by the ruxolitinib inhibition of JAK1/2 (JAK1/2 shown in red, blue = reduction of kinase activity), represented by the mean kinase statistic (**C**). PIM1 and PIM2 were ectopically expressed in Ba/F3 JAK2-V617F cells, and lysates were subjected to western blotting with the indicated antibodies (**D**). PIM1 and PIM2 were stably knockdown in Ba/F3 JAK2-V617F cells, and lysates were subjected to western blotting with the indicated antibodies (**E**). Single clones of Ba/F3 cells expressing JAK2-V617F with PIM1 and PIM2 kinases grown in 96-well plates in the presence of 4 μM ruxolitinib were counted. The number of resistant clones per million cells input is shown (**F**). Single clones of Ba/F3 JAK2-V617F with PIM1 and PIM2 knockdown cells in 96-well plates with 4 μM ruxolitinib were counted. The number of resistant clones per million cells input is shown (**G**). **p < 0.01, *p < 0.05 and n.s., not significant, *p* > 0.05 by Student’s *t* test.

**Fig. 8:**
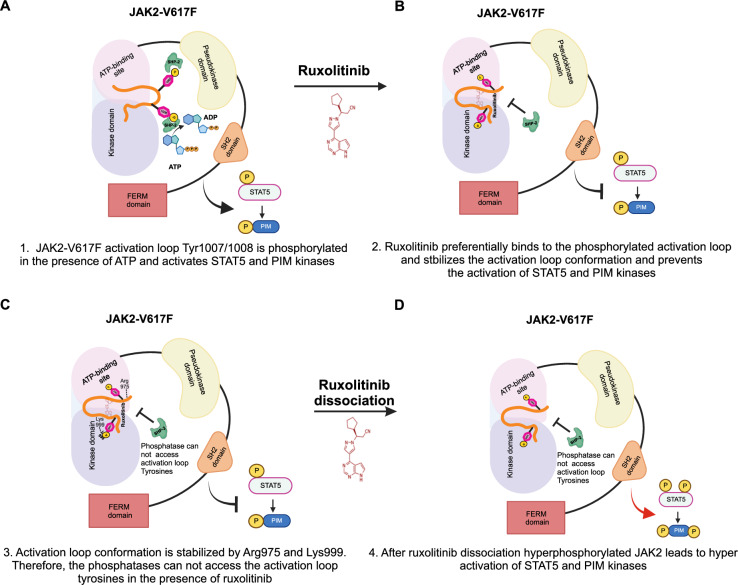
Model of paradoxical activation of JAK2-V617F in the presence of ruxolitinib. In the presence of ATP, activation loop Tyr1007/Tyr1008 of JAK2-V617F is phosphorylated, which leads to activation of STAT5 and PIM-kinases (**A**). Ruxolitinib binds to the kinase domain of JAK2, when activation loop Tyr1007/Tyr1008 are fully phosphorylated. This binding stabilizes the activation loop conformation inside the kinase domain of JAK2. Thus, the phosphatases cannot access the phosphorylated tyrosine residues of activation loop, however JAK2 in this conformation exists in an inhibited state (**B**). Arg975 and Lys999 residues help in the stabilization of the activation loop conformation inside the kinase domain (**C**). When hyperphosphorylated JAK2 is dissociated from ruxolitinib, it leads to hyperactivation of STAT5 and PIM-kinases (**D**).

## Discussion

JAK2 small molecular inhibitors such as ruxolitinib, fedratinib, momelotinib and lestaurtinib display remarkable clinical activity in clinical trials in PV and MF patients. Ruxolitinib has been approved for the treatment of primary and secondary myelofibrosis. However, responses are of limited duration, and the mechanism of ruxolitinib action on constitutively activated JAK2 is not entirely understood. Previous studies demonstrated that ruxolitinib treatment leads to a paradoxical increase in phosphorylation of activation loop tyrosines [19, 30]. This paradoxical hyperphosphorylation occurs subsequent to the binding of type I inhibitors to the active conformation [14], but the precise mechanism of increase in tyrosine phosphorylation of the activation loop is still to be elucidated. Tvorogov et al. demonstrated that accumulation of activation loop tyrosine phosphorylation is responsible for the type I JAK2 inhibitor withdrawal syndrome. However, the effector molecules responsible for this mechanism were not described. In this study, we found that ruxolitinib binding stabilizes the activation loop conformation inside the kinase domain, protecting the activation loop tyrosines from phosphatases. Our study also identified the residues Arg975 and Lys999 which had not been shown before to be part of the regulation of the activation loop conformation for protection from access to phosphatases. This step helps the kinase until it catalyzes the second step of the reaction (substrate phosphorylation or autophosphorylation of other tyrosine residues within JAK2) by rendering JAK2 in an active state.

In this study, we observed that both kinase-dead JAK2 (V617F + K889R) and the ruxolitinib-resistant JAK2 (V617F + L983F) mutants did not exhibit paradoxical JAK2 hyperphosphorylation in the presence of the inhibitor, suggesting that ruxolitinib induces JAK2 hyperphosphorylation by an intrinsic mechanism. Our study also ruled out that ruxolitinib-mediated hyperphosphorylation of activation loop tyrosines was not due to blocking the enzymatic activity of the pseudokinase domain (Fig. 2). Using non-denaturing native immunoprecipitation, we demonstrated that in the presence of ATP-competitive inhibitors activation loop conformation is stabilized inside the kinase domain. Thus, the activation loop conformation plays a major role in allowing access of phosphatases to the activation loop, and the stabilization of the activation loop conformation inside the kinase domain might protect phosphatase-mediated dephosphorylation of the activation loop tyrosines. This method can be used to examine changes in the activation loop conformations in the presence of inhibitors, which demonstrates paradoxical kinase activation in the field of drug discovery. Our results align with previous reports on Akt, where GDC-0068 binding led to stabilization of Akt activation loop and prevented the access of phospho-specific antibodies (Thr308 and Ser473) to Akt [23].

Structural interrogation of the JAK2 kinase domain bound to a pan-JAK inhibitor suggested that a number of lysine residues stabilize the position of pTyr1007 and pTyr1008. Among those are pTyr1007 with Lys1005, Lys1009, Lys1030, and pTyr1008 with Lys999 [22]. However, no biochemical data is available so far to demonstrate the significance of these residues in stabilizing the activation loop when Tyr1007/Tyr1008 are fully phosphorylated. In this study, we identified two crucial residues, Arg975 and Lys999, playing a major role in stabilization of the activation loop conformation. Our biochemical results demonstrate that disruption of Arg975 and Lys999 interactions mediates activation loop destabilization and enhances the recruitment of phosphatases to the activation loop (Fig. 5). Likewise, inhibition of phosphatase enzymatic activity in these mutants rescued the phosphorylation of JAK2 suggesting that these two crucial residues mediate JAK2 activation loop conformation. It was also noticed that ruxolitinib treatment of JAK2-V617F + R975A and JAK2-V617F + K999A mutants abolished the inhibitor-induced JAK2 hyperphosphorylation compared to JAK2-V617F, demonstrating that paradoxical JAK2 hyperphosphorylation is due to the protection of activation loop tyrosines from phosphatases in the presence of inhibitor.

Finally, our results conclude that dissociation of ruxolitinib leaves JAK2 in a rebound hyperactivation of downstream signaling molecules. Koppikar et al. found ruxolitinib persistence linked to the heterodimerization of active JAK2 with other JAK family kinases [19]. This is consistent with our findings as we noticed activation of JAK3 after ruxolitinib recovery by PamGene analysis and rebound activation of STAT5 following ruxolitinib dissociation from active JAK2, which in turn induced PIM kinases, which according to our findings mediate hyperproliferation induced by rebound JAK activation. Importantly, this mechanism is not specific for ruxolitinib-bound JAK2-V617F. Due to the non-permanent occupation of JAK2 molecules with ruxolitinib, intermittent rebound activation of JAK2 downstream signaling might contribute to disease persistence and the limited anti-clonal effect observed in MPN patients treated with JAK1/2 inhibitors. In addition, responses to ruxolitinib in MF occur in JAK2-V617F and JAK2-WT patients. Since we observed ruxolitinib-induced paradoxical hyperphosphorylation both in JAK2-WT as well as JAK2-V617F and the homologous JAK1-V658F, we assume that unmutated and mutated JAK kinases contribute to downstream activation mediated by activation loop hyperphosphorylation in intermittent drug-unbound states in patients treated with type I JAK inhibitors including ruxolitinib, fedratinib, momelotinib and lestaurtinib.

Upon ruxolitinib dissociation, we found increase of PIM-kinase transcriptional activation and protein expression, suggesting that PIM kinases contribute to ruxolitinib resistance and persistence of MPN in patients receiving ruxolitinib treatment. Accordingly, previous studies demonstrated the synergistic effect of ruxolitinib and PIM kinase inhibitors in in vitro and in vivo models [31, 32]. Our study provides new mechanistic insights that might contribute novel treatment strategies for MPN patients and strongly rationalize the therapeutic efficacy of ruxolitinib in combination with PIM kinase inhibitors as shown by Dutta et al. [32] and the ongoing study investigating TP-3654 in patients with myelofibrosis who failed previous JAK inhibitor treatment (NCT04176198). In addition to PIM kinases, we observed induction of *ID1* transcription in ruxolitinib treated cells. ID1 was identified as a novel target of JAK2-STAT5 signaling in erythroid cells. STAT5 binds and transactivates a downstream enhancer of ID1, and ID1 expression levels correlate with the JAK2-V617F mutation in both retrovirally transfected fetal liver cells and PV patients [24]. Thus, inhibition of ID1 signaling in JAK2-V617F mediated MPN might contribute to a positive clinical outcome, as ID1 maintains the self-renewal capacity of myeloid progenitor cells [33]. RNA-seq data from ruxolitinib washout samples demonstrated *MPL* upregulation, specifically in ruxolitinib treated samples. Previously, it has been demonstrated that MPL overexpression leads to ruxolitinib resistance in MPN with calreticulin frame-shift mutations [34]. In line with this, our RNA-seq data suggests that MPL could be a potential downstream target of STAT5, and targeting MPL signaling axis might be beneficial in MPN patients refractory to ruxolitinib. In contrast to STAT5 target genes such as *PIM, ID1* and *MPL*, we noticed significant induction of *TGM2* transcript levels in ruxolitinib treated samples. The functional role of TGM2 in MPNs is not understood. However, it was previously demonstrated that TGM2 is upregulated in T-cell lymphoblastic lymphoma and the IL-6/JAK/STAT3 signaling axis was activated downstream of TGM2 [35]. In addition, TGM2 levels were upregulated in AML and TGM2 was identified as an independent prognostic factor in non-small cell lung cancer [36, 37]. Nevertheless, the significance of TGM2 in JAK2-V617F mediated MPN warrants further investigation. Thus, development of new generation JAK2 inhibitors, such as allosteric inhibitors which block the activity of JAK2, might be more beneficial for the treatment of JAK2-mediated MPNs.

Together, this work elucidates the mechanism and demonstrates the clinical significance of ruxolitinib-mediated paradoxical hyperphosphorylation of JAK2-V617F and suggests that PIM kinase inhibitors are rational candidates for combination treatment with type I JAK inhibitors in MPN.

## Supplementary information

Supplementary Files

PamGene _DMSO vs Ruxo_PTK

PamGene_DMSO vs Ruxo_STK

PamGene_Ruxo vs Ruxo wash_PTK

PamGene_Ruxo vs Ruxo wash_STK

MPN patients Ruxo vs non-JAK inhibitor treatment

## Data Availability

RNA-sequencing data generated in this study is available at NCBI: GSE284481. PamGene analysis and MPN patients’ RNA-seq data for target genes PIM1, PIM2, ID1, MPL, TGM2, GEM and Serpina are available in the supplementary file.

# Supplementary material for: Ruxolitinib mediated paradoxical JAK2 hyperphosphorylation is due to the protection of activation loop tyrosines from phosphatases
**Source:** Leukemia. 2025 Apr 23;39(7):1678–91. doi: 10.1038/s41375-025-02594-7
**Supplement:** Supplementary file 1 — Supplementary Files

**Ruxolitinib mediated paradox JAK2 hyperphosphorylation is due to the protection of activation loop phosphotyrosines from phosphatases**

**Supplementary Materials and Methods:**

**Cell culture and DNA constructs**

Ba/F3 cells were obtained from the German Resource Centre for Biological Material (DSMZ) in 2005 and authenticated by DNA typing, species PCR and immunophenotyping. Cells were passaged for less than 6 months and were maintained in the presence of 2ng/ml interleukin-3 (R&D, Wiesbaden, Germany). Ba/F3 cells were transfected by retroviral gene transfer and transformed upon withdrawal of interleukin-3. Ba/F3 cells were maintained in RPMI 1640 medium containing 10% fetal calf serum in the presence of murine IL-3. HEK293T cells were maintained in Dulbecco modified Eagle medium (Gibco, Thermo Fisher, USA) containing 10% fetal calf serum. Human WT JAK2 and V617FJAK2 were cloned into the EcoRI site of the MigRI retroviral vector expressing the enhanced yellow fluorescent protein (eGFP) as described previously^1^. JAK2 mutations S523A, K581R, F983F, R975A and K999A were introduced in MSCV-EYFP-V617FJAK2 using the QuickChange mutagenesis kit (Stratgene, Amsterdam, The Netherlands). JAK1 WT and JAK1-V658F was cloned into EcoRI site of MSCV-Puro retroviral vector. The L1010F mutation in JAK1 was inserted with the help of the QuickChange mutagenesis kit (Stratgene, Amsterdam, The Netherlands). PIM1 and PIM2 over expression and knockdown studies in Ba/F3 cells were performed as described previously^2^.

**Western blot and co-immunoprecipitations**

Ba/F3 cells were cultured for 2.5 hours in the presence of the respective inhibitor at the indicated concentrations. Cell lysis, sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE), and immunoblotting were done as described previously^3^. Bands were visualized using the enhanced chemiluminescence (ECL) system (Amersham, Braunschweig, Germany). For co-immunoprecipitation studies, 20x10^6^ cells were harvested after indicated treatment, washed with PBS, and collected in RIPA lysis buffer containing protease inhibitor cocktail (Roche). Lysates were pre-cleared with either protein A or protein G beads for 30 minutes, followed by incubation with primary antibody overnight. The immunoprecipitated fraction was washed three times with lysis buffer and dissolved in SDS-loading buffer, and equal amounts were loaded on SDS-PAGE gels. The beads were then washed and bound fractions were subjected to SDS-PAGE and transferred to polyvinylidene difluoride (PVDF) membranes. Bound JAK2 protein was visualized by western blotting using anti-JAK2 antibody.

**Denaturing and non-denaturing immunoprecipitations**

For denaturing immunoprecipitation Ba/F3 cells expressing the various JAK2 mutants were treated for three hours with the indicated inhibitors. Cells were harvested with lysis buffer (20mM Tris (PH 7.4), 150mM NaCl, 1% nonidet P-40, 2mM PMSF, 2mM sodium orthovanadate and cleared by centrifugation. Immunoprecipitations were carried out on cell lysates by pre-clearing the lysates with protein A agarose beads and followed by incubating with antibody of interest in the cold room at 4^0^C overnight. Flag IPs were performed with agarose conjugated anti-flag beads (Sigma), whereas JAK2 IPs were carried out using the anti JAK2 conjugated agarose beads (Upstate). pJAK2 IPs were performed with rabbit polyclonal antibody against the phospho Tyr1007/1008 (Santa Cruz Biotechnology 21870-R) overnight. The immunoprecipitated fraction was isolated by incubating with protein A agarose beads, and immunoprecipitants were washed three times with lysis buffer before eluting with Laemelli buffer. For non-denaturing immunoprecipitation Ba/F3 cells expressing the various JAK2 mutants were treated for three hours with the indicated inhibitors. Cells were harvested with a buffer containing 20mM Tris (PH 7.4), 100mM NaCl, 2mM PMSF, 2mM sodium orthovanadate, and the cells were sonicated using a Bioruptor (power: H position, sonication cycles: 30 sec on/30 sec off, total sonication cycles: 5-15 and temp: 4^0^). After sonication, clear lysates were obtained by centrifugation and supernatant was incubated with indicated antibodies as mentioned in denaturing immunoprecipitation.

**RNA-sequencing and analysis**

Ba/F3 cells expressing JAK2-V617F were treated with 1μM ruxolitinib, CHZ868 and DMSO for 6 hours, and RNA was isolated from these cells. RNA-seq analysis was performed using BMK GmbH (Münster, Germany). For ruxolitinib washout RNA-seq analysis, Ba/F3 cells expressing JAK2-V617F were treated with 1μM ruxolitinib for 1 hour, after which ruxolitinib was washed out by repeated (3x) PBS washing and incubated without ruxolitinib for 6 hours. RNA was isolated using the Trizol method and samples were stored at -80°C. RNA-seq analysis was performed by BMK GmbH (Münster, Germany). Samples were sequenced using the Illumina NovaSeq 6000 S4 flow cell, and raw sequencing reads were pseudo-aligned to the GRCm38 mm10 genome assembly using ***kallisto***^4^. Transcript read counts were aggregated to Ensembl Gene IDs using the R package ***biomaRt*** for further analysis^5, 6^. Raw transcript read counts were converted to CPM and log-CPM values using the ***cpm*** function in ***edgeR*** package ^7, 8^ ^9^ ^10^, and stored in a DGEList object. Genes with low expression were removed, retaining those with a CPM ≥ 1.34 in at least three samples. 

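The deposited tables were checked against this filter by taking each gene's third-highest CPM and subtracting the constant added before the log. The smallest such value was 1.34 in the table of ruxo-wash and DMSO-wash cells, 3.27 in that of CHZ868-treated and DMSO-treated cells, and 3.33 in that of CHZ868-wash and DMSO-wash cells. It was 0.101 in the table of ruxolitinib-treated cells, which holds 3 libraries.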

Gene expression was then normalized using the Trimmed Mean of M-values (TMM) method in ***edgeR***, correcting for biases in sequencing depth or library size. For differential gene expression analysis, heteroscedasticity was addressed using the **voom** function in ***limma***, which applied precision weights to log-CPM values^11^. A linear model was fitted to each gene’s expression using **lmFit** in ***limma***, and empirical Bayes moderation was performed to obtain more precise estimates of gene-wise variability. Gene set enrichment analysis was performed using ***gage***^11^ and ***msigdbr***^12^ to identify gene sets that were significantly enriched between cell groups. Statistically significant gene sets were determined using a q-value threshold of 0.05.

**Kinase activity profiling**

The kinase activity of Ba/F3 cell lysates was quantified using the PamChip®4 platform (PamGene International B.V.,’s-Hertogenbosch, The Netherlands) by measuring the phosphorylation of peptide representations of kinase targets or substrates immobilized on PamChip® microarrays. Ba/F3 cells expressing JAK2-V617F were treated with 1 μM ruxolitinib or DMSO for 3 hours, followed by protein isolation according to the manufacturer's protocol for cell lysate preparation. For ruxolitinib washout analysis, cells were treated with 1 μM ruxolitinib, followed by PBS washes to remove the inhibitor. Kinase activity was also profiled at 15 minutes post-washout. Lysates were stored at -80°C until further analysis. Protein tyrosine kinase (PTK) and serine/threonine kinase (STK) activities were analyzed as previously described^13^. Differences concerning the kinase activity profile were validated by comparing the phosphorylation state of the ruxolitinib-treated Ba/F3 cells to the DMSO cultured cells, or the ruxo-wash out (15minutes) to the ruxolitinib treated cells. The mean kinase statistic was used for further analysis: The proteome was visualized using proteomaps database^14^, Kinome Trees were created using the Coral^15^ or STRING database^16^.

**Structural analysis of the kinase domain (JH1) of the JAK family**

The structures of JAK2 JH1 domain in complex with CMP-6 (PDB-2B7A), JAK3 JH1 in complex with CMP-6 (PDB-3LXL), JAK2 JH1 domain in complex with ruxolitinib (PDB-6VGL) and JAK3 JH1 in complex with Tofacitinib (PDB-3LXK) were obtained from the RCSB PDB database (<https://www.rcsb.org/>). The structures of the kinase domains of JAK2-R975A and JAK2-K999A were generated by providing the respective sequences into the Alphafold3 server (<https://alphafoldserver.com/>). The structures were visualized using PyMOL by Schrödinger (<https://www.pymol.org/>).

**Figure S1. JAK2-specific ATP-competitive inhibitors leads to paradoxical JAK2 hyperphosphorylation but not JAK3:** Ba/F3 cells expressing the JAK2-V617F were treated with the indicated concentration of momelotinib (A) and BMS-911543 (B) for 3 hours. Lysates were prepared and subjected to western blotting for the pJAK2, JAK2, pSTAT5, STAT5 and HSP90. HEL cells (JAK2-V617F^+^) were treated for 3 hours with ruxolitinib and lysates were analyzed for activation of JAK2 and STAT5 (C). Ba/F3 cells expressing the JAK3-WT were treated with indicated concentrations of tofacitinib in the presence of IL-2 and lysates were subjected to western blotting for the pJAK3, JAK3, pSTAT3, STAT3 and GAPDH (D).

**Figure S2. Activation loop conformation of JAK2 differs from JAK3 in inhibitor-bound state:** Molecular surface representation of JAK2 kinase domain with CMP-6 (pan-JAK inhibitor). Activation loop (994-1023) of JAK2 is colored in green. Activation loop Tyr1007 is colored in orange and Tyr1008 is colored in blue. Both the activation loop Tyr1007 and Tyr1008 were buried inside the kinase domain (A). Molecular surface representation of JAK3 kinase domain with CMP6. Activation loop (967-996) of JAK3 is colored in green. Activation loop Tyr980 is colored in orange and Tyr981 is colored in blue. Tyr 980 and 981 both were exposed in CMP-6 bound conformation. (B). Molecular surface representation of JAK2 kinase domain with ruxolitinib. Activation loop Tyr1008 is exposed and Tyr1007 was not visible in surface representation indicating that Tyr1007 is buried inside the kinase domain (C). Molecular surface representation of JAK3 kinase domain with tofacitinib. Both the activation loop tyrosines were exposed in tofacitinib bound conformation (D). Superimposition of JAK2 kinase domain with JAK3 kinase domain. JAK2 is colored in green, JAK3 is colored in magenta. Differences in the activation loop conformation is highlighted with an arrow (E).

**Figure S3. Pseudokinase domain kinase activity is not involved in paradox hyperphosphorylation of JAK2:** Proliferation of parental Ba/F3 cells and Ba/F3 cells expressing JAK2-V617F, JAK2-V617F+S523A and JAK2-V617F+K581R in the absence of IL-3 was quantified by the relative optical density (OD) with the indicated time period using a 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2h-tetrazolium (MTS)- based assay (A). HEK293 cells expressing mock, JAK2-WT, JAK2-V617F, JAK2-V617F+S523A and JAK2-V617F+K581R were serum starved for 12 hours, and lysates were subjected to western blotting with the indicated antibodies (B). Ba/F3 cells expressing the JAK2-V617F, JAK2-V617F+S523A and JAK2-V617F+K581R were treated with the indicated concentration of ruxolitinib and proliferation was measured using MTS after incubation for 48hrs in the presence of increasing concentrations of the inhibitor ruxolitinib (C and E). Data is shown as mean ± standard deviation (SD) (n=3). OD – optical density. Immunoblot analysis of Ba/F3 cells expressing JAK2 mutants cultured with indicated concentrations of ruxolitinib for 3 hours and lysates were subjected to indicated antibodies (D and F). A representative image of n=2 two independent experiments is shown. ****p<0.0001; **p<0.01, and *p<0.05 by Student’s t test.

**Figure S4. Ruxolitinib treatment does not prevent the association of phosphatases with JAK2:** Ba/F3 cells expressing JAK2-V617F were treated with the 1μM ruxolitinib for 3 hours and 1μM pervanadate for 30 minutes. Lysates were prepared for JAK2 immunoprecipitation (IP). JAK2 immunoprecipitation (IP) fractions were subjected to immunoblotting to verify SHP-2 interaction (A). Whole cell lysate (WCL) was probed with the indicated antibodies to show the expression levels of JAK2 and SHP-2 (B).

**Figure S5. Upstream kinases are not involved in ruxolitinib-induced paradox JAK2 hyperphosphorylation:**  JAK2-V617F and JAK2-V617F+K889R were treated with vehicle or ruxolitinib with indicated concentrations for 3 hours, and lysates were subjected to western blotting for indicated antibodies.

**Figure S6: Inhibition of phosphatase’s action followed by ruxolitinib treatment prevents the paradox JAK2 hyperphosphorylation:** Ba/F3 cells expressing JAK2-V617F cells are co-treated with phosphatase inhibitor (vanadate) and JAK2 inhibitor (ruxolitinib) for a period of 1 hour and lysates were subjected to the indicated antibodies (left panel). Similarly, vanadate was washed out from the cells, and lysates were subjected to pJAK2 to measure the hyperphosphorylation of activation loop Tyr1007/1008 (right side panel).

**Figure S7. JAK2-R975A and K999A leads to destabilization of the activation loop conformation and exposes the activation loop to the surface:** Molecular surface representation of JAK2 kinase domain with ruxolitinib. Tyr1008 is colored in blue and Tyr1007 is colored in orange. Only blue can be visualized indicates that the activation loop Tyr1008 is exposed while the Tyr1007 is buried inside the kinase domain (A). Molecular surface representation of the JAK2 kinase domain with CMP-6. Activation loop Tyr1007 is colored in orange and Tyr1008 is colored in blue. Absence of both colors indicates that Tyr1007/1008 are buried inside the kinase domain (B). R975K and K999A structures were generated using Alphafold3 and molecular surface representations were visualized using PyMol. Tyr1007 is colored in orange and Tyr1008 is colored in blue. Both structures displayed exposure of Tyr1007/1008 (C-D). Differences in the activation loop of each structure were highlighted with dotted circle.

**Figure S8. Prevention of interaction of Lys1030 with phospho-Tyr1007 leads to destabilization of the activation loop:**  HEK293T cells expressing the JAK2-V617F and JAK2-V617F+K1030A were serum starved and treated with or without 1μM pervanadate. Lysates were subjected to indicated antibodies (A). Quantitative ratio of pSTAT5 versus STAT5, pJAK2 versus JAK2 of JAK2-V617F and JAK2-V617F+K10130A expressing cells in presence and absence of pervanadate were quantified using the ImageJ software (B). Immunoblot analysis of HEK293 cells expressing JAK2 mutants cultured with indicated concentrations of ruxolitinib for 3 hours, and lysates were subjected to indicated antibodies (C). Quantitative ratio of pJAK2 versus JAK2 of JAK2-V617F and JAK2-V617F+K10130A expressing cells treated with ruxolitinib were quantified using the ImageJ software (D). **p<0.01, *p<0.05, n.s., not significant, p>0.05 by Student’s t test.

**Figure S9. PIM1 is upregulated after ruxolitinib dissociated from hyperactive JAK2:** Ba/F3 cells expressing the JAK2-V617F were treated with 1μM ruxolitinib or DMSO for one hour, and ruxolitinib and DMSO were subsequently washed out from cells. These cells were then incubated for the indicated time period and lysates were subjected to c-Myc and PIM1 antibodies. Western blot images were quantified with the ImageJ software and relative protein levels were measured relative to ß-actin (A and B). ***p<0.001, n.s., not significant, p>0.05 by Student’s t test.

**Figure S10. Turnover time of ruxolitinib-induced JAK2 hyperphosphorylation of the activation loop Tyr1007/1008:** Ba/F3 cells expressing JAK2-V617F were treated with 1μM ruxolitinib for different time periods as indicated. Lysates were subjected to pJAK2 to detect the time period required to show the activation loop hyperphosphorylation.

**Figure S11. Hyperphosphorylated JAK2 is hyperactive *in vivo*:** HEL cells (JAK2-V617F^+^) were treated for one hour with ruxolitinib and DMSO. After one hour of pretreatment, ruxolitinib and DMSO was washed out from the cells with PBS (3 times) and incubated in the absence of the inhibitor for the indicated time points. Lysates were measured for STAT5, Akt and ERK activity (A). Quantification of pSTAT5 was measured with indicated time periods when lysates were prepared from ruxolitinib wash and DMSO wash (B). Similarly, ruxolitinib washout and DMSO washout samples were incubated for the indicated time period to measure c-Myc, PIM1, PIM2 and ID1 levels (C). HEL cells were treated with 1μM ruxolitinib or DMSO for a time period of 45 minutes, ruxolitinib and DMSO were washed out from cells and incubated for a period of 24 hours. Cell proliferation was measured using 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2h-tetrazolium (MTS)- based method. Data is shown as mean ± standard deviation (SD) (n=3). OD – optical density (D).

SET-2 cells (JAK2-V617F^+^) were treated for one hour with ruxolitinib and DMSO. After one hour of pretreatment, ruxolitinib and DMSO was washed out from the cells with PBS (3 times) and incubated in the absence of the inhibitor for the indicated time points. Lysates were measured for STAT5, Akt and ERK activity (E). Quantification of pSTAT5 was measured with indicated time periods when lysates were prepared from ruxolitinib wash and DMSO wash (F). Similarly, ruxolitinib washout and DMSO washout samples were incubated for the indicated time period to measure c-Myc, PIM1, PIM2 and ID1 levels (G). SET-2 cells were treated with 1μM ruxolitinib or DMSO for a time period of 45 minutes, ruxolitinib and DMSO were washed out from cells and incubated for a period of 24 hours. Cell proliferation was measured using 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2h-tetrazolium (MTS)- based method. Data is shown as mean ± standard deviation (SD) (n=3). OD – optical density (H). **p<0.01, n.s., not significant, p>0.05 by Student’s t test.

**Figure S12. MPL and ID1 has STAT binding GAS sites:** Promoter region (-1000bp) from the start codon of MPL and ID1 was analyzed for GAS consensus sequence TTCN_(2-4)_GAA. Both genes have one typical GAS sequence (red), other possible non-typical GAS sequence, as mentioned before^17^, were represented in green.

**Figure S13. The type II JAK2 inhibitor (CHZ868) does not induce hyperphosphorylation of the activation loop Tyr1007/1008 and does not show hyperactivation of STAT5 target genes after CHZ868 dissociation:** (A) Ba/F3 cells expressing JAK2-V617F were treated with the indicated concentration of CHZ868 for 3 hours and lysates were prepared and subjected to Western blotting for pJAK2, JAK2, pSTAT5 and STAT5. (B) GSEA analysis identifies Hallmark gene sets enriched in CHZ868-treated compared to DMSO-treated samples. The x-axis represents the -log10(p-value), indicating the statistical significance of enrichment. The y-axis shows the names of the Hallmark gene sets. The color of each bar represents the direction of enrichment, with green indicating upregulation and red indicating downregulation of genes within the corresponding set. (C) Heatmap depicting the log-CPM expression values (Z-score scaled) of selected genes across DMSO-treated and CHZ868-treated experimental conditions. The x-axis represents the experimental group replicates, and the y-axis shows the individual genes. The p-value scale at the left provides a statistical significance reference for interpreting the expression values. (D) Heatmap depicting the log-CPM expression values (Z-score scaled) of selected genes across DMSO-wash and CHZ868-wash experimental conditions. The x-axis represents the experimental groups replicates, and the y-axis shows the individual genes. The p-value scale at the left provides statistical significance reference for interpreting the expression values. (E) Quantification of representative values of PIM2, ID1, MPL and TGM2 between DMSO wash and CHZ868 wash samples. p<0.5 and n.s., not significant.

**Figure S14. Ruxolitinib persistence is circumvented by inhibition of PIM kinases:** Single clones of Ba/F3 cells grown in 96-well plates in the presence of 2μM ruxolitinib alone, 2μM ruxolitinib together with 500nM TP-3654, 4μM ruxolitinib alone, and 4μM ruxolitinib together with TP-3654 were picked and expanded at the indicated concentration. The number of resistant clones per million cells input is shown. Co-treatment of the PIM kinase inhibitor TP-3654 with ruxolitinib prevents the emergence of ruxolitinib resistance.

**Figure S15. Ruxolitinib and Fedratinib persistent HEL cells display upregulation of PIM kinases and ID1:** RNA-seq data from Kong et al. study was extracted from the GEO accession number: GSE190517^18^. Heatmap depicting the log-CPM expression values (Z-score scaled) of selected genes across parental HEL cells and ruxolitinib persistent cells (A); parental HEL cells and fedratinib persistent cells (B). The x-axis represents the experimental groups replicates, and the y-axis shows the individual genes. The p-value scale at the left provides statistical significance reference for interpreting the expression values.

**Figure S16. Ruxolitinib recovery leads to reactivation of JAK-STAT. Chemokine signaling pathways and PIM kinases are indispensable for ruxolitinib-induced hyperproliferation:** The proteomap illustrates the most altered kinases, represented as polygon-shaped tiles, with their mean kinase statistics. Proteins within the same category are color-coded similarly and positioned adjacently to form larger regions. In this case, the activity of all displayed kinases is enhanced in ruxo washout (15min) compared to the ruxolitinib treated group. The size of each polygon is proportional to the magnitude of change (A). Tyrosine and serine/threonine kinases recovered by ruxolitinib recovery in the phylogentic kinome tree. (B) String network (medium confidence (0.400) for kinases influenced by the ruxolitinib recovery (recovered kinases shown in green, blue = reduction of kinase activity, represented by the mean kinase statistic (C). PIM1 and PIM2 were ectopically expressed in Ba/F3 JAK2-V617F cells and treated with 1μM ruxolitinib or DMSO for a time period of 45 minutes. Ruxolitinib and DMSO were washed out from cells and incubated for a period of 24 hours. Cell proliferation was measured using (MTS)- based method. Data is shown as mean ± standard deviation (SD) (n=3). OD – optical density (D). PIM1 and PIM2 were stably knocked down in Ba/F3 JAK2-V617F cells and treated with 1μM ruxolitinib or DMSO for a time period of 45 minutes, Ruxolitinib and DMSO were washed out from cells and incubated for a period of 24 hours. Cell proliferation was measured using (MTS)- based method. Data is shown as mean ± standard deviation (SD) (n=3). OD – optical density (E). ****p<0.0001; **p<0.01, *p<0.01 and n.s., not significant, p>0.05 by Student’s t test.

**Supplementary Information**

**JAK2 hyperphosphorylation is not due to the inhibition of kinase activity of the pseudokinase domain**

Recent data demonstrated that inhibition of the kinase activity of the pseudokinase domain (JH2) leads to an increase in the phosphorylation of the activation loop Tyr1007 and Tyr1008^19^. Thus, we assumed that ruxolitinib treatment might inhibit the kinase activity of the JH2 domain of JAK2. To test this, a phospho-deficient mutant (S523A) and a loss of ATP binding mutant (K581R) were introduced to prevent the kinase activity of the JH2 domain. JAK2 constructs containing V617F, V617F+S523A and V617F+K581R were stably expressed in IL-3–dependent Ba/F3 cells. As described previously, the expression of JAK2-V617F in Ba/F3 cells led to a factor-independent growth^1^. As expected, both JAK2-V617F+S523A and JAK2-V617F+K581R promoted factor-independent growth, and slightly increased cell growth was observed compared to control cells expressing JAK2-V617F (Supplementary Fig. 3A). Consistent with the cell proliferation data, western blot analysis showed enhanced Tyr1007/Tyr1008 phosphorylation in JAK2-V617F+S523A and JAK2-V617F+K581R compared to JAK2-V617F (Supplementary Fig. 3B), which did not alter sensitivity towards ruxolitinib, indicating that mutation of these residues did not alter ruxolitinib binding (Supplementary Fig. 3C, E). Upon ruxolitinib treatment, JAK2-V617F+S523A and JAK2-V617F+K581A expressing cells displayed paradoxical hyperphosphorylation of the JAK2 activation loop and inhibition of STAT5 similar to JAK2-V617F (Supplementary Fig. 3D, F). These results suggest that the JH2 domain kinase activity does not contribute to ruxolitinib-induced paradoxical JAK2 hyperphosphorylation.

**References:**

1. Gorantla SP, Dechow TN, Grundler R, Illert AL, Zum Buschenfelde CM, Kremer M*, et al.* Oncogenic JAK2V617F requires an intact SH2-like domain for constitutive activation and induction of a myeloproliferative disease in mice. *Blood* 2010 Nov 25; **116**(22)**:** 4600-4611.

2. Grundler R, Brault L, Gasser C, Bullock AN, Dechow T, Woetzel S*, et al.* Dissection of PIM serine/threonine kinases in FLT3-ITD-induced leukemogenesis reveals PIM1 as regulator of CXCL12-CXCR4-mediated homing and migration. *J Exp Med* 2009 Aug 31; **206**(9)**:** 1957-1970.

3. Duyster J, Baskaran R, Wang JY. Src homology 2 domain as a specificity determinant in the c-Abl-mediated tyrosine phosphorylation of the RNA polymerase II carboxyl-terminal repeated domain. *Proceedings of the National Academy of Sciences of the United States of America* 1995 Feb 28; **92**(5)**:** 1555-1559.

4. Bray NL, Pimentel H, Melsted P, Pachter L. Near-optimal probabilistic RNA-seq quantification. *Nature Biotechnology* 2016 2016/05/01; **34**(5)**:** 525-527.

5. Durinck S, Spellman PT, Birney E, Huber W. Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. *Nature Protocols* 2009 2009/08/01; **4**(8)**:** 1184-1191.

6. Durinck S, Moreau Y, Kasprzyk A, Davis S, De Moor B, Brazma A*, et al.* BioMart and Bioconductor: a powerful link between biological databases and microarray data analysis. *Bioinformatics* 2005 Aug 15; **21**(16)**:** 3439-3440.

7. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 2009; **26**(1)**:** 139-140.

8. McCarthy DJ, Chen Y, Smyth GK. Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. *Nucleic Acids Res* 2012 May; **40**(10)**:** 4288-4297.

9. Chen Y, Lun AT, Smyth GK. From reads to genes to pathways: differential expression analysis of RNA-Seq experiments using Rsubread and the edgeR quasi-likelihood pipeline. *F1000Res* 2016; **5:** 1438.

10. Chen Y, Chen L, Lun ATL, Baldoni PL, Smyth GK. edgeR 4.0: powerful differential analysis of sequencing data with expanded functionality and improved support for small counts and larger datasets. *bioRxiv* 2024**:** 2024.2001.2021.576131.

11. Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W*, et al.* limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Research* 2015; **43**(7)**:** e47-e47.

12. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA*, et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* 2005 Oct 25; **102**(43)**:** 15545-15550.

13. Zillikens H, Kasprick A, Osterloh C, Gross N, Radziewitz M, Hass C*, et al.* Topical Application of the PI3Kβ-Selective Small Molecule Inhibitor TGX-221 Is an Effective Treatment Option for Experimental Epidermolysis Bullosa Acquisita. *Front Med (Lausanne)* 2021; **8:** 713312.

14. Liebermeister W, Noor E, Flamholz A, Davidi D, Bernhardt J, Milo R. Visual account of protein investment in cellular functions. *Proc Natl Acad Sci U S A* 2014 Jun 10; **111**(23)**:** 8488-8493.

15. Metz KS, Deoudes EM, Berginski ME, Jimenez-Ruiz I, Aksoy BA, Hammerbacher J*, et al.* Coral: Clear and Customizable Visualization of Human Kinome Data. *Cell Syst* 2018 Sep 26; **7**(3)**:** 347-350.e341.

16. Szklarczyk D, Gable AL, Lyon D, Junge A, Wyder S, Huerta-Cepas J*, et al.* STRING v11: protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. *Nucleic Acids Res* 2019 Jan 8; **47**(D1)**:** D607-d613.

17. Decker T, Kovarik P, Meinke A. GAS elements: a few nucleotides with a major impact on cytokine-induced gene expression. *J Interferon Cytokine Res* 1997 Mar; **17**(3)**:** 121-134.

18. Kong T, Laranjeira ABA, Yang K, Fisher DAC, Yu L, Poittevin De La Frégonnière L*, et al.* DUSP6 mediates resistance to JAK2 inhibition and drives leukemic progression. *Nature Cancer* 2023 2023/01/01; **4**(1)**:** 108-127.

19. Ungureanu D, Wu J, Pekkala T, Niranjan Y, Young C, Jensen ON*, et al.* The pseudokinase domain of JAK2 is a dual-specificity protein kinase that negatively regulates cytokine signaling. *Nat Struct Mol Biol* 2011 Aug 14; **18**(9)**:** 971-976.

# Supplementary material for: Ruxolitinib mediated paradoxical JAK2 hyperphosphorylation is due to the protection of activation loop tyrosines from phosphatases
**Source:** Leukemia. 2025 Apr 23;39(7):1678–91. doi: 10.1038/s41375-025-02594-7

|             |                     |                   |                    |   |
|-------------|---------------------|-------------------|--------------------|---|
| ROR1        | 0.136677139879544   | -2.87267684247893 |                    | 0 |
| HER2        | 0.134345641362741   | -3.51240733819332 | 0.163647034054347  |   |
| Kit         | 0.133479106910888   | -3.35972196907697 | 0.361712717565122  |   |
| EphA5       | 0.130929128839783   | -3.08883245286881 | 0.0541211833230875 |   |
| IRR         | 0.130113113984226   | -3.09525526305672 | 0.126446821076783  |   |
| Fer         | 0.115897867284114   | -3.27415836004363 | 0.279782403533013  |   |
| Tyro3/Sky   | 0.114013523178699   | -3.5530829086102  | 0.106931781344062  |   |
| EphA7       | 0.107280947310995   | -2.74630926002702 | 0.138199840797333  |   |
| Lmr1        | 0.106819646633441   | -2.66056824684693 |                    | 0 |
| PDGFR[beta] | 0.0952902593905317  | -3.24348228956995 | 0.13933949915621   |   |
| Brk         | 0.09141011377647    | -3.56549543438684 | 0.101464025271602  |   |
| EphA3       | 0.0894509370115552  | -2.75807260971068 | 0.220298696360327  |   |
| EphB3       | 0.0893755951107988  | -2.52904058435057 | NA                 |   |
| FLT4        | 0.0841090584868242  | -3.14254485561831 | 0.27128598440309   |   |
| EphB4       | 0.0793803484016174  | -2.55788771394531 |                    | 0 |
| HER4        | 0.0746686997519651  | -3.30816157798386 | 0.242523998153637  |   |
| EphB1       | 0.0622620633539401  | -2.47474786096077 | 0.314017226329542  |   |
| FGFR1       | 0.0618721109188761  | -3.22721240500522 | 0.0791964799690521 |   |
| FGFR3       | 0.0559779907138308  | -3.04973278584865 | 0.215924391536146  |   |
| JAK2        | 0.0355805561707858  | -3.21324898963213 | 0.0847423161659121 |   |
| ITK         | 0.0271637032624587  | -3.24908632540386 | 0.0900990900907625 |   |
| EGFR        | 0.0189740751669089  | -3.30709988016666 | 0.170486441462392  |   |
| EphB2       | 0.0145756159154622  | -1.9501756745667  |                    | 0 |
| FGFR4       | 0.012232256783071   | -2.93456772411517 | 0.259592770878288  |   |
| Tyk2        | 0.00427312560145905 | -1.87188405062641 |                    | 0 |
| JAK3        | 0.00290577321117519 | -2.01565167239377 | 0.0033636781366789 |   |
| FLT1        | 0.00252686788962219 | -2.68419558164545 | 0.18331615881461   |   |

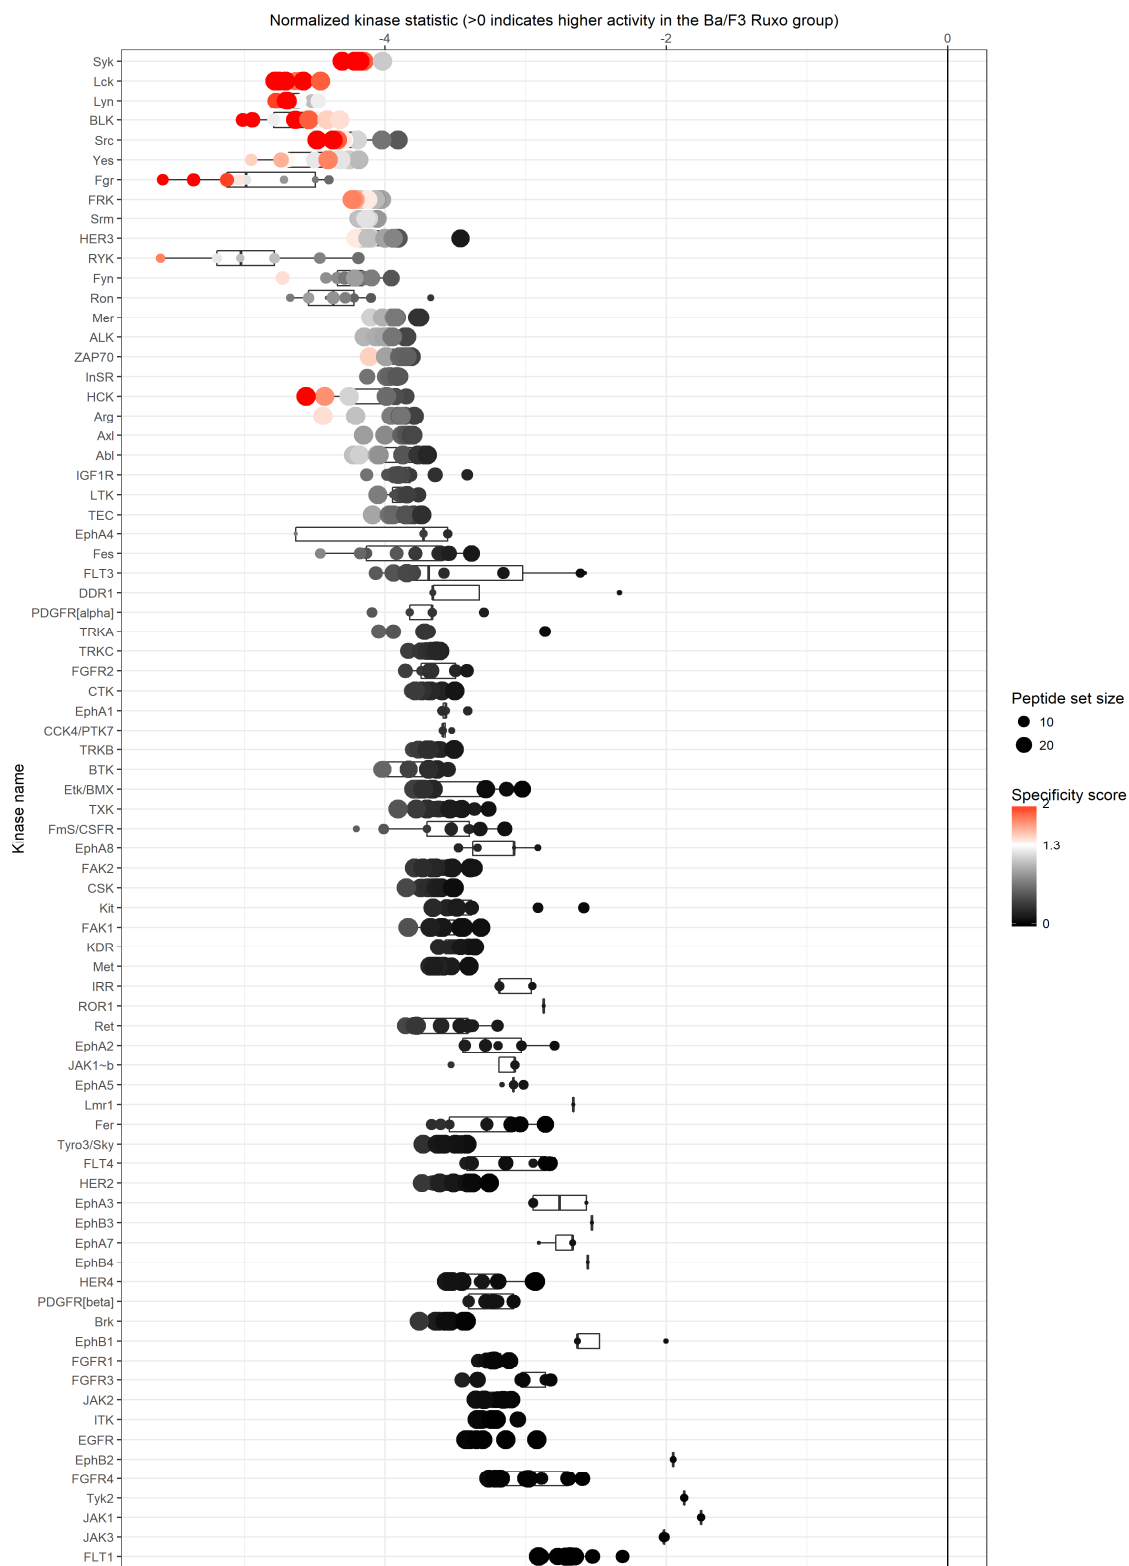

**Supplement:** Supplementary file 2 — PamGene _DMSO vs Ruxo_PTK

# Supplementary material for: Ruxolitinib mediated paradoxical JAK2 hyperphosphorylation is due to the protection of activation loop tyrosines from phosphatases
**Source:** Leukemia. 2025 Apr 23;39(7):1678–91. doi: 10.1038/s41375-025-02594-7

|                 |                     |                     |                     |   |
|-----------------|---------------------|---------------------|---------------------|---|
| IKK[alpha]      | 0.247205378442074   | -0.752517504511673  | 0.00895111524186881 |   |
| PKG2            | 0.226592408485471   | -0.80115887167414   | 0.0610903834600109  |   |
| p70S6K[beta]    | 0.215602441007916   | -0.767560893474769  | 0.068809294264964   |   |
| GSK3[alpha]     | 0.213996529759425   | -0.708298774110759  | 0.0569008714689849  |   |
| JNK2            | 0.208232968463381   | -0.789536320669117  | 0.0337918773320813  |   |
| ROCK1           | 0.200610795504412   | -0.573523332261915  | 0.419628541367321   |   |
| CK1[alpha]      | 0.198278178318496   | -0.717338644423807  | 0.160216311891937   |   |
| CDK5            | 0.19606643158807    | -0.737197250782297  |                     | 0 |
| CK1[epsilon]    | 0.18309616062434    | -0.653268938361053  | NA                  |   |
| IKK[epsilon]    | 0.182034483276607   | -0.70078524762567   | 0.0744532496392434  |   |
| GSK3[beta]      | 0.181789387420752   | -0.680041355577677  | 0.0360040463166109  |   |
| HGK/ZC1         | 0.177634291450945   | -0.651592541313417  | 0.143060644674281   |   |
| RSK3            | 0.167551923457304   | -0.717987144150795  |                     | 0 |
| p38[beta]       | 0.161320753949267   | -0.640744373855771  | 0.101241322617808   |   |
| CaMK4           | 0.158410117381745   | -0.719257498061795  | 0.0560261184334155  |   |
| RAF1            | 0.157517505163459   | -0.676210435380168  | 0.112047618196455   |   |
| CHK2            | 0.157377152501257   | -0.727032956299381  | 0.0823729018473861  |   |
| ATR             | 0.156836290132718   | -0.676876373839897  | 0.0629506341337935  |   |
| TBK1            | 0.144927449107976   | -0.586609084366249  | 0.0743913466184132  |   |
| ERK2            | 0.140252509503855   | -0.714524108806464  | 0.0974263615647622  |   |
| CDK3            | 0.136308086026242   | -0.633165763023117  | 0.167138376679447   |   |
| JNK3            | 0.13355264314653    | -0.751847625420401  | 0.00932900916958958 |   |
| p38[gamma]      | 0.133087690866621   | -0.653567822899497  | 0.0598971957885604  |   |
| CDC2/CDK1       | 0.126769006922929   | -0.706905950598727  | 0.0481340446177173  |   |
| JNK1            | 0.126161088391683   | -0.749464224809208  | 0.0061043841925818  |   |
| PRKY            | 0.108998725187666   | -0.59421770555788   | 0.148829286314385   |   |
| CDK2            | 0.104812759422364   | -0.691964617226534  | 0.0260024520574949  |   |
| SGK1            | 0.0968137340291093  | -0.475116242357846  |                     | 0 |
| Akt1/PKB[alpha] | 0.0962111938168278  | -0.692759669585601  | 0.0936720351788534  |   |
| CDKL1           | 0.0841833902356777  | -0.483758227821457  | 0.145495943605201   |   |
| ERK5            | 0.0784778395226331  | -0.571721025310686  | 0.101955314310535   |   |
| CDKL5           | 0.0733985645873525  | -0.489088102545058  | 0.074796506803082   |   |
| PCTAIRE2        | 0.0720689599917761  | -0.371845719130728  | 0.161894825076887   |   |
| Sgk307          | 0.0599402407925518  | -0.387671028864711  | 0.134148018858478   |   |
| ROCK2           | 0.0532450760297517  | -0.37693364550357   | 0.141286340674676   |   |
| ANP[alpha]      | 0.0511618242720149  | -0.653058324150757  | 0.0456204445948322  |   |
| RSKL2           | 0.0501556307570546  | -0.344135998812628  | 0.0116551137997644  |   |
| Akt2/PKB[beta]  | 0.049120860707137   | -0.644199426415737  | 0.0737771776395484  |   |
| CDK9            | 0.0335626608769781  | -0.386382386852801  | 0.122775135697524   |   |
| mTOR/FRAP       | 0.0265763799251984  | -0.260235519343692  | 0.102479944773021   |   |
| CDK4            | 0.0226281552889033  | -0.299723160830219  | 0.0275511169751381  |   |
| AMPK[alpha]1    | 0.0217178797068951  | -0.420859120655931  | 0.0204179414097171  |   |
| IKK[beta]       | 0.0207867630750422  | -0.153119467628414  | 0.171964395692063   |   |
| CDKL2           | 0.0127929971115133  | -0.104595365217908  | 0.0606333994079058  |   |
| CDK7            | 0.00987542778783747 | -0.389271052231612  | 0.0397841210687278  |   |
| CDK11           | 0.00966316159966018 | -0.0857042198589977 |                     | 0 |
| CDK6            | 0.00877836074656036 | -0.117383488327434  | 0.0118797256756637  |   |
| TNIK/ZC2        | 0.00393010441253716 | 0.0351993466050704  |                     | 0 |

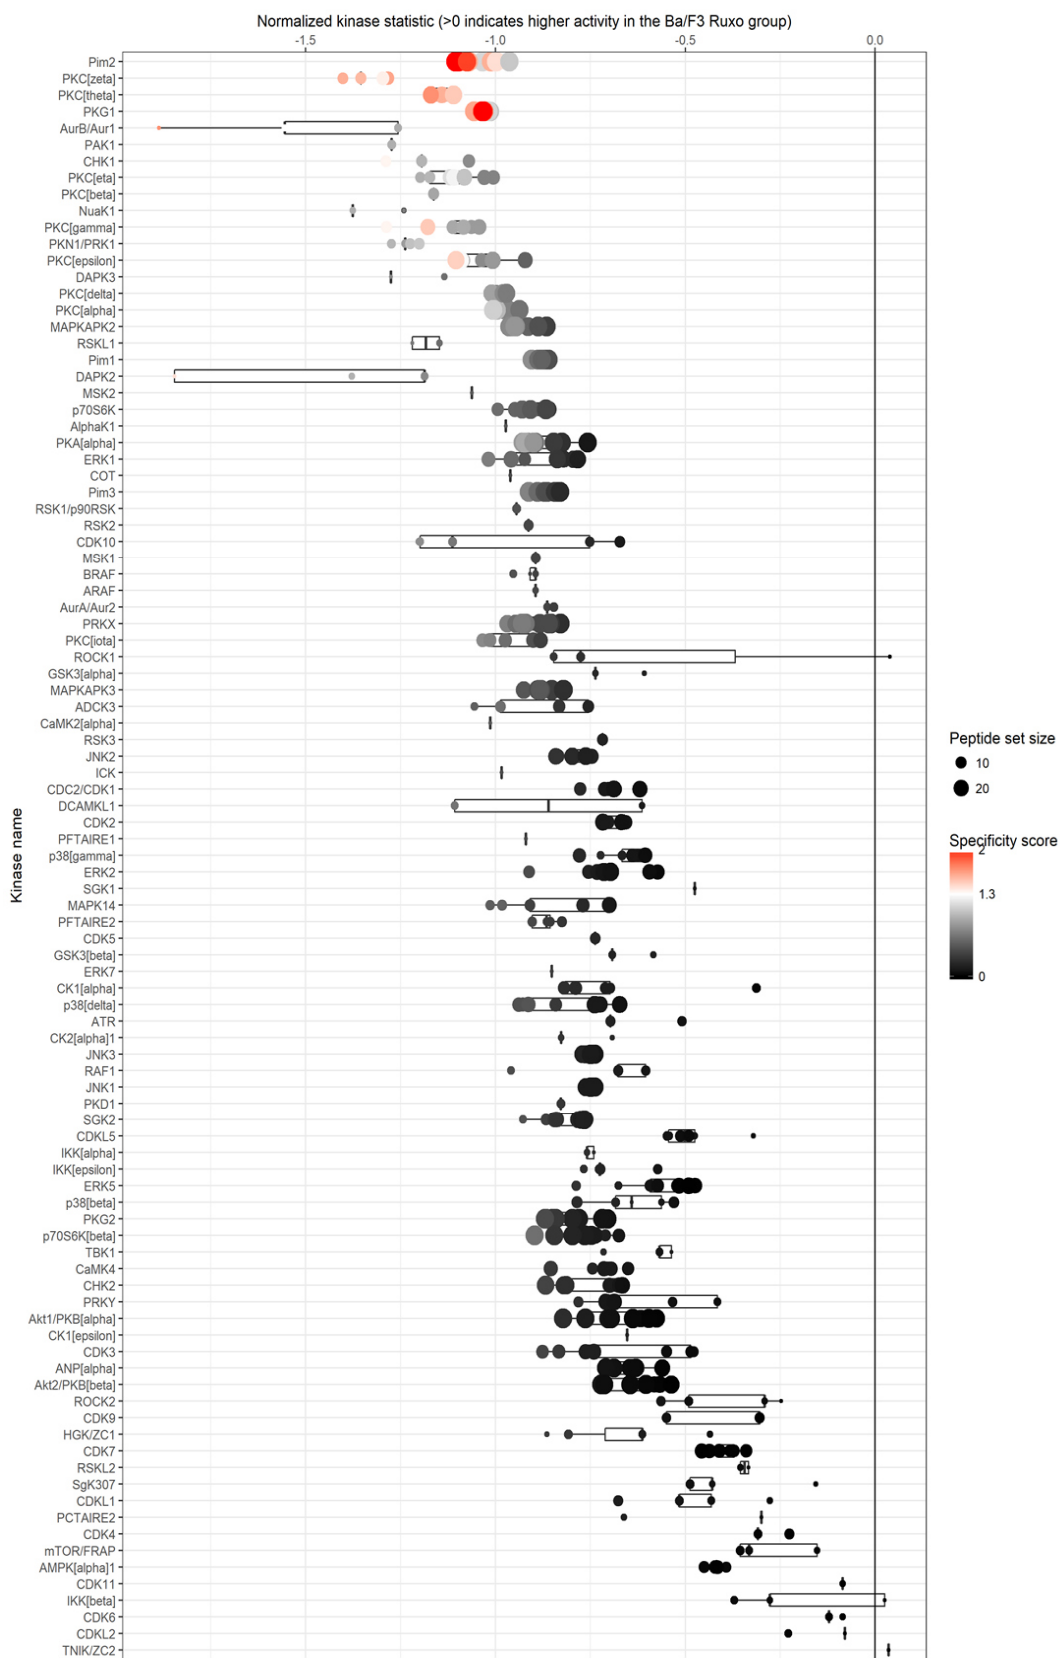

**Supplement:** Supplementary file 3 — PamGene_DMSO vs Ruxo_STK

# Supplementary material for: Ruxolitinib mediated paradoxical JAK2 hyperphosphorylation is due to the protection of activation loop tyrosines from phosphatases
**Source:** Leukemia. 2025 Apr 23;39(7):1678–91. doi: 10.1038/s41375-025-02594-7

|              |                    |                      |                    |   |
|--------------|--------------------|----------------------|--------------------|---|
| JAK1~b       | 0.213743036308399  | -0.423251925507344   | 0.0189629605455489 |   |
| ROR1         | 0.190453334686629  | 0.47463350701957     |                    | 0 |
| EphB2        | 0.185128071600244  | 0.445024951902561    |                    | 0 |
| FLT3         | 0.172363870459707  | -0.245304737223182   | 0.333960225648221  |   |
| RYK          | 0.17228112027573   | 0.32281835891698     | 0.132415540449547  |   |
| Mer          | 0.168617230716603  | 0.38026472953598     | 0.0460389193743368 |   |
| EphA1        | 0.151551944098208  | 0.33034187910943     | 0.121648145415479  |   |
| Ret          | 0.136247265930936  | 0.081594834224213    | 0.28967013500997   |   |
| PDGFR[alpha] | 0.131140593986832  | 0.0948156533548408   | 0.294942475739682  |   |
| EphB4        | 0.122062572163754  | -0.335910812488109   |                    | 0 |
| Tyro3/Sky    | 0.115032202573055  | 0.328704018645682    | 0.0425908491953858 |   |
| EphA4        | 0.101496006425149  | 0.232088306806561    | 0.175352326263788  |   |
| Fes          | 0.088259879861453  | 0.0339631166958124   | 0.251989634283723  |   |
| DDR1         | 0.0849576396232251 | -0.219628523283193   | 0.233747241551608  |   |
| Fms/CSFR     | 0.0758822403615424 | -0.131416429233499   | 0.173662198481602  |   |
| Lmr1         | 0.0758706171013435 | 0.209605773063367    |                    | 0 |
| HER4         | 0.0737676416569919 | 0.161898912360334    | 0.205422792059304  |   |
| Srm          | 0.0626841302133886 | 0.259417034226702    | 0.0398610412944456 |   |
| EGFR         | 0.0543448360979043 | 0.252682734294065    | 0.0834064941985694 |   |
| EphB3        | 0.0506099933550872 | 0.14432780671353     | NA                 |   |
| CCK4/PTK7    | 0.0465072604258124 | -0.0302853232476336  | 0.174385246321775  |   |
| PDGFR[beta]  | 0.0439523416109647 | 0.102661582300182    | 0.0891429420141336 |   |
| KDR          | 0.0420754515746877 | -0.113070903738693   | 0.0679979166571959 |   |
| HER2         | 0.0347182342538374 | 0.137933964418365    | 0.0514064035710557 |   |
| EphB1        | 0.0272526692130082 | -0.00885893435578457 | 0.114751490509157  |   |
| CSK          | 0.0174128943402817 | 0.15959930871962     | 0.0429861764133701 |   |
| ITK          | 0.014896618438945  | 0.0572298961520131   | 0.111696337990421  |   |

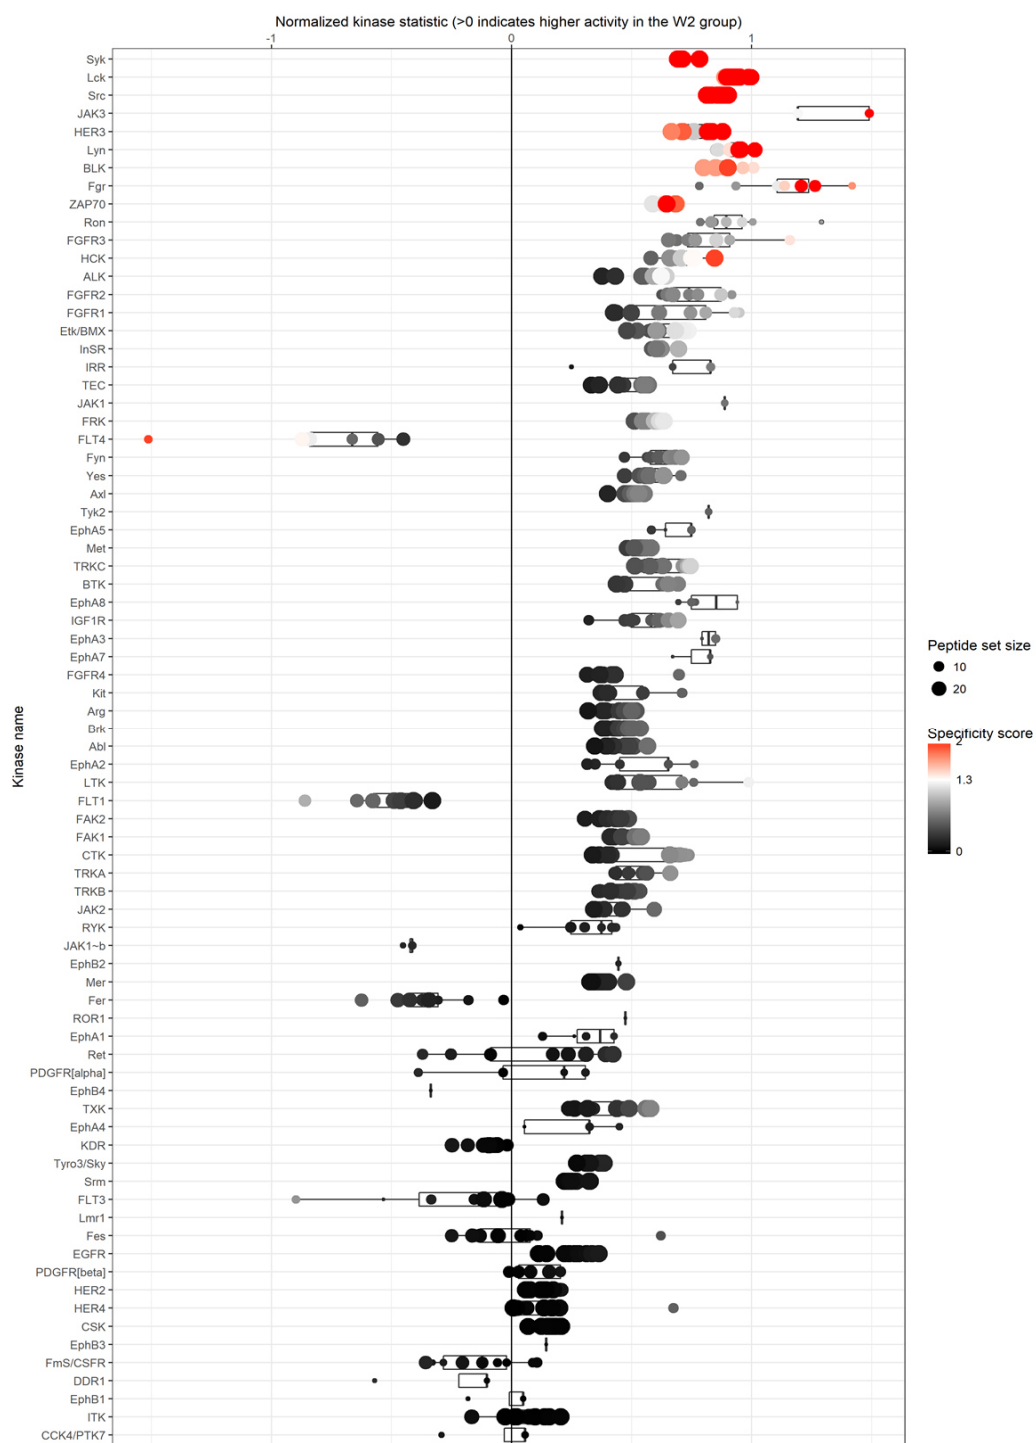

**Supplement:** Supplementary file 4 — PamGene_Ruxo vs Ruxo wash_PTK

# Supplementary material for: Ruxolitinib mediated paradoxical JAK2 hyperphosphorylation is due to the protection of activation loop tyrosines from phosphatases
**Source:** Leukemia. 2025 Apr 23;39(7):1678–91. doi: 10.1038/s41375-025-02594-7

|              |                    |                      |                     |   |
|--------------|--------------------|----------------------|---------------------|---|
| ERK2         | 0.261388289948631  | 0.0106949501667725   | 0.110863356366016   |   |
| PRKY         | 0.261321848685103  | -0.00432894419020032 | 0.10095913182862    |   |
| CDK10        | 0.26089986928246   | 0.119910208459611    | 0.0586698651241364  |   |
| PCTAIRE2     | 0.258820145084971  | 0.142051902999049    | 0.0501345348570996  |   |
| AlphaK1      | 0.258346169455964  | 0.144655876268192    |                     | 0 |
| RAF1         | 0.233927150387487  | 0.100965064727848    | 0.0209123136964952  |   |
| CDKL1        | 0.228810542751258  | 0.10510897012795     | 0.0871873332168354  |   |
| CHK1         | 0.203398229148992  | -0.0783589763977223  | 0.0440034458648577  |   |
| DAPK3        | 0.200592682111246  | 0.110712788900598    | 0.0111980069989835  |   |
| RSKL1        | 0.193728304284916  | -0.00469057244577774 | 0.116739198692218   |   |
| CK1[alpha]   | 0.185527475609302  | 0.0559949749221163   | 0.0596689347226779  |   |
| mTOR/FRAP    | 0.173333305268552  | 0.090945998574629    | 0.0331900352191975  |   |
| CDK2         | 0.164446740204421  | -0.0538199449870224  | 0.022468958039878   |   |
| HGK/ZC1      | 0.163533013608731  | 0.0857250914192016   | 0.0351735922301998  |   |
| AMPK[alpha]1 | 0.159166002401544  | 0.0540755056272341   | 0.0481905106599149  |   |
| PKC[eta]     | 0.15761244507598   | -0.0379777545601668  | 0.0700982836622533  |   |
| PKC[zeta]    | 0.156874316472063  | -0.0624575429325042  | 0.0308741762398773  |   |
| p70S6K       | 0.154336785827725  | 0.0281261289254437   | 0.0440176297703181  |   |
| PKC[epsilon] | 0.152345235407662  | 0.0450047947493119   | 0.0325952157150942  |   |
| SGK2         | 0.137359977817878  | -0.0052143692308746  | 0.0562125784810708  |   |
| CDK6         | 0.125150959682684  | -0.0622701422738089  | 0.0807376799236368  |   |
| AurB/Aur1    | 0.123481496517276  | -0.0668016656346574  | 0.0587315259166551  |   |
| IKK[beta]    | 0.123328614753641  | 0.0614999140425869   | 0.0511070414073845  |   |
| RSK2         | 0.120921887715681  | 0.0544234564862953   |                     | 0 |
| CDK7         | 0.118008158626654  | -0.0300541138996371  | 0.0568442381829592  |   |
| CDK4         | 0.112650365599118  | -0.056414964775757   | 0.00992538095869716 |   |
| MAPKAPK3     | 0.105754442254034  | 0.0276752966299573   | 0.0169918572410954  |   |
| GSK3[alpha]  | 0.105285875322898  | -0.0519987766537726  | 0.10545439301709    |   |
| CDK3         | 0.102963265066706  | 0.00811599252541404  | 0.0473741703984349  |   |
| COT          | 0.0989352800398506 | -0.0626544098568366  |                     | 0 |
| DCAMKL1      | 0.094183244212961  | -0.0533744183347295  | 0.0202383966726995  |   |
| MAPKAPK2     | 0.09213167338783   | 0.0271842101034503   | 0.0102399602096552  |   |
| GSK3[beta]   | 0.0886008770123839 | 0.0167636633276475   | 0.0569047972130288  |   |
| ATR          | 0.0852439409985405 | -0.0403274955403421  | 0.0183143046325075  |   |
| JNK1         | 0.0846969643606219 | -0.0257768068894852  | 0.00720186329293578 |   |
| JNK3         | 0.0799371790024282 | -0.0208099723533843  | 0.0154254080116763  |   |
| CDKL5        | 0.0777982188185259 | -0.00589724225577941 | 0.0512919825187787  |   |
| MSK2         | 0.0765686183155234 | -0.0509016576629057  |                     | 0 |
| CDC2/CDK1    | 0.0665942131971316 | 0.0115820390406441   | 0.0275868981283523  |   |
| SgK307       | 0.0653297770563436 | -0.036243249215356   | 0.0304415267379647  |   |
| PKC[theta]   | 0.0607852655043241 | 0.0180451733499325   | 0.0177025381100951  |   |
| DAPK2        | 0.0538285756169885 | 0.0332604218992873   | 0.0192282325499944  |   |
| PKC[gamma]   | 0.0529801056925358 | -0.0118841291074428  | 0.0491089817558197  |   |
| PKC[iota]    | 0.0526315874978559 | 0.0177211040780305   | 0.014755738581284   |   |
| TNIK/ZC2     | 0.0474907692905204 | 0.0306637580896781   |                     | 0 |
| JNK2         | 0.0396065255305376 | -0.00610103411523116 | 0.0243682548153852  |   |
| CDK5         | 0.0186453917850061 | -0.00944595040220368 |                     | 0 |
| ERK7         | 0.0186344909214556 | 0.0103340876413808   | NA                  |   |

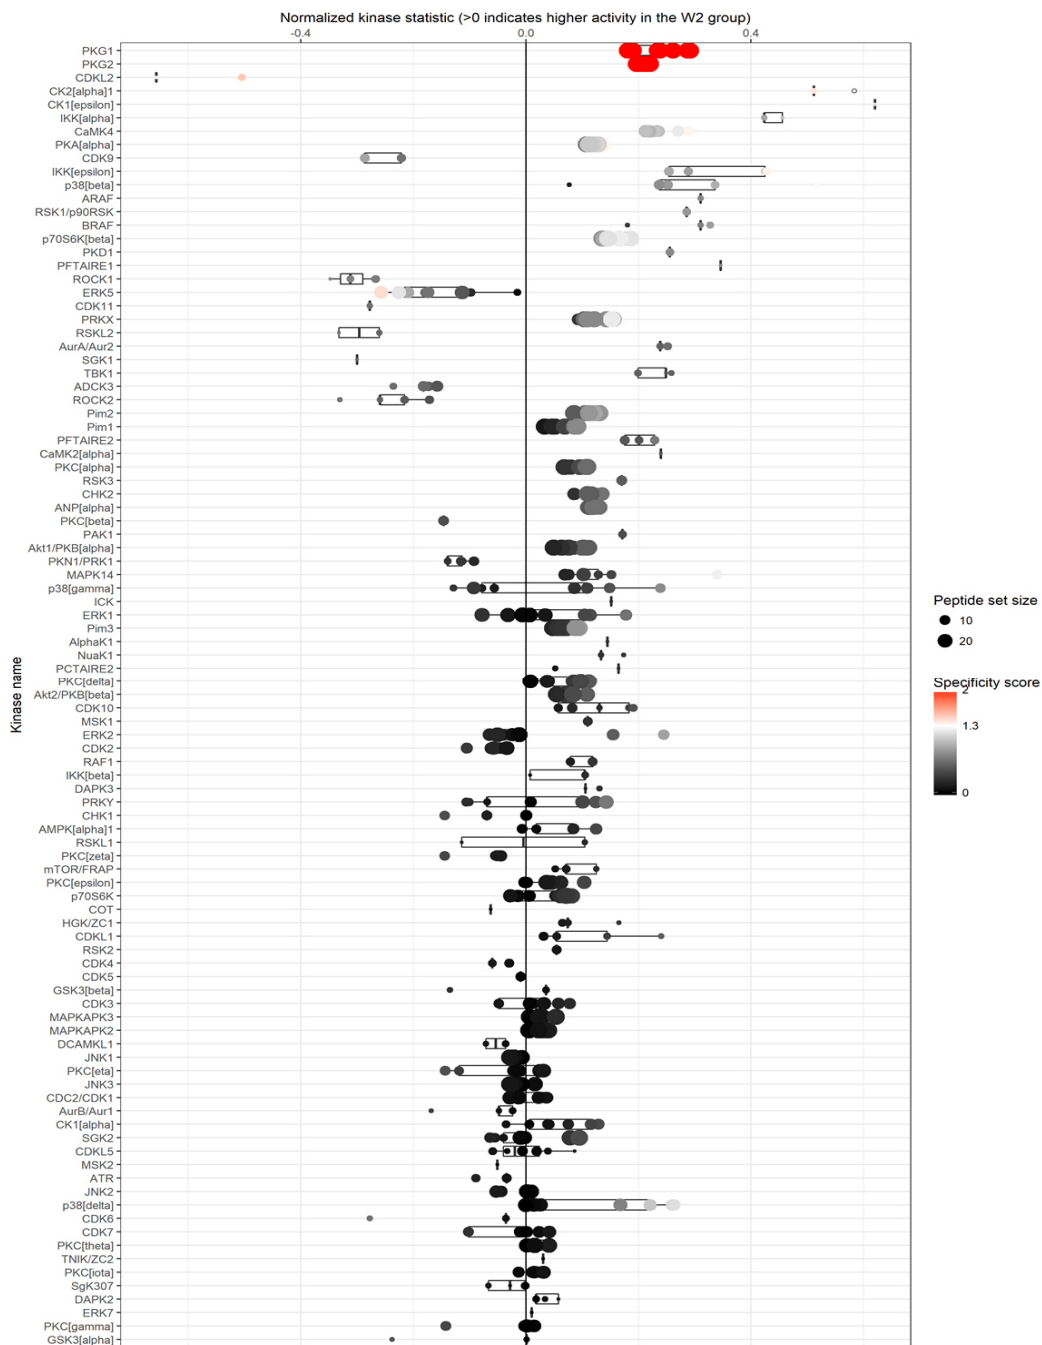

**Supplement:** Supplementary file 5 — PamGene_Ruxo vs Ruxo wash_STK

# Supplementary material for: Ruxolitinib mediated paradoxical JAK2 hyperphosphorylation is due to the protection of activation loop tyrosines from phosphatases
**Source:** Leukemia. 2025 Apr 23;39(7):1678–91. doi: 10.1038/s41375-025-02594-7
**Supplement:** Supplementary file 6 — MPN patients Ruxo vs non-JAK inhibitor treatment

|           |       |    |      |      |      |      |       |       |      |
|-----------|-------|----|------|------|------|------|-------|-------|------|
| MLL_55856 | Other | PV | 7,52 | 6,32 | 4,19 | 0,58 | -1,23 | -2,84 | 7,86 |
| MLL_55857 | Other | PV | 7,53 | 6,98 | 3,71 | 2,46 | 0,95  | 0,16  | 8,59 |
| MLL_55858 | Other | PV | 7,83 | 6,39 | 4,68 | 2,44 | 1,23  | -0,42 | 7,86 |
| MLL_55859 | Other | PV | 8,19 | 7,14 | 3,72 | 1,49 | -1,17 | 0,48  | 7,51 |
| MLL_55861 | Other | PV | 9,01 | 5,68 | 7,24 | 3,55 | -0,55 | -2,43 | 3,34 |
| MLL_55862 | Other | ET | 6,18 | 5,67 | 2,41 | 0,38 | 0,41  | 0,14  | 7,10 |
| MLL_55863 | Other | PV | 7,25 | 5,14 | 4,70 | 1,65 | -1,60 | -0,64 | 5,74 |
| MLL_55864 | Other | PV | 6,57 | 5,52 | 4,55 | 0,91 | -0,99 | -2,14 | 6,92 |
| MLL_55865 | Other | ET | 6,20 | 5,32 | 3,26 | 1,89 | 0,65  | -0,86 | 6,07 |
| MLL_55866 | Other | PV | 6,78 | 5,95 | 4,24 | 2,04 | 0,68  | -1,40 | 6,49 |

How the deposited data were processed for this re-analysis (not part of the article)

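The data are RNA-seq values of Ba/F3 JAK2-V617F cells, 21 libraries in 7 groups of 3, held in 4 tables. The groups are DMSO-treated, ruxolitinib-treated and CHZ868-treated cells after 6 h, and ruxo-wash, CHZ868-wash and DMSO-wash cells after 1 h of exposure to inhibitor or DMSO and 6 h without inhibitor, with a DMSO-wash group of its own in each washout experiment. The inhibitors were used at 1 μM. Every column was assigned to a group from its label, and the replicate numbers were taken from the labels.

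The authors sequenced the libraries, pseudo-aligned the reads with kallisto to the GRCm38 transcripts, summed them per gene through biomaRt, computed CPM and log-CPM with edgeR, removed genes with low expression, normalized by TMM and fitted voom and limma models, with gage for gene sets. The deposited values are log2 CPM with a small constant added, after TMM normalization and after the filter. The tables hold 11670 genes (CHZ868-treated and DMSO-treated), 11868 (ruxolitinib-treated), 11355 (CHZ868-wash and DMSO-wash) and 13085 (ruxo-wash and DMSO-wash).

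Whole reads were recovered from the low values of 3 tables by removing the constant, and their sum gave the depth on the listed genes, from 7880000 to 10670000 reads per library. The values of the ruxo-wash table do not correspond to whole reads, so the depth of its libraries is unknown. The paper's methods name kallisto for all libraries and do not explain this difference. The tables may have been counted or rounded in different ways, so the caveats on shared reads rest on the stated procedure. Pairs of replicates in the tables with whole reads were compared with the sampling noise that these depths give, over the genes with enough reads. The ratio of the observed variance to sampling noise was from 2.08 to 7.57, except for the pairs with ruxolitinib-treated replicate 2 (15.1 and 15.4) and with DMSO-wash replicate 3 of the CHZ868 experiment (10.2 and 16.5).

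Comparisons within a table were fitted by limma-trend (limma 3.58.1 in R 4.3.3) on the deposited values, with Benjamini-Hochberg adjustment over all genes of the table and a threshold of 0.05 on the adjusted p. Only the 2 groups compared entered each fit, and no replicate block was used. The difference between the washout effects was fitted on all 12 washout libraries over the 10078 genes that both washout tables hold. Ruxolitinib-treated and DMSO-treated cells are in separate tables whose deposited values are not on one scale, so each library was centred on its median over 11624 shared genes, no test was run, and genes that differ by at least 1 log2 unit with no overlap between groups were counted as a description. Levels in different tables are not comparable.

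Gene lists were tested with camera at its preset inter-gene correlation and Benjamini-Hochberg adjustment over 8 lists, named interferon response, STAT5 targets, TNF and NF-kB response, MYC targets, DNA replication, mitosis, heme metabolism, and inflammatory and interleukin genes. The alternatives were fry and camera with an estimated correlation. For the ruxolitinib-treated cells, the median of each list was placed among 10000 random lists of the same size matched on mean expression. Ribosomal protein genes were summarised as a family.

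Genes named in the text are those the paper's RNA-seq text names, those of the heatmaps in Fig. 6B and 6C, a short list of further JAK2 and STAT5 targets (Myc, Bcl2, Jak2, Cish, Socs2 and Osm), and in each comparison the 5 with the largest rise and the 5 with the largest fall among those past the threshold whose groups do not overlap. Members of the gene lists may be named where the list is described. The tests, lists, alternatives and this rule were set before any value was seen, apart from those named as chosen later. Of the heatmap genes, Gem, Gm26394, Gm29408, Gm48274 and Hsd3b7 were used in the ruxo-wash table alone. Pim3 is on the STAT5 list and was not analysed singly.

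The alternatives were limma without the mean-variance trend, vooma weights, robust empirical Bayes, centring on the median, quantile normalization, filters at a mean log2 CPM of 1 and 3, log2(CPM + 1), log2(CPM + 5), a replicate block, leaving out each library in turn, and stricter thresholds (a log2 fold change of 0.58, or an adjusted p of 0.01). Gene positions and transcripts came from the GENCODE annotation of GRCm38, and near copies were found by aligning the longest transcript of each named gene with the others. For GC content and transcript length, each library was corrected for a smooth trend fitted on nuclear genes.

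The fits were tested on simulated data with 200 genes changed by 1 log2 unit. They recovered 78% of them in the ruxo-wash design (over 13085 genes), 83.5% in the CHZ868-wash design (over 11355), 87% in the CHZ868-treated design (over 11670) and 65.5% for the difference between washout effects (over 10078), with 6, 6, 8 and 6 calls among unchanged genes. With no gene changed there were 0, 0, 1 and 0 calls. A list shifted on purpose was called in each design and 0 unshifted lists were. The changed genes were drawn from the more highly expressed ones. The shares recovered therefore do not carry over to smaller changes or to genes with few reads.

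Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The blots, the phosphatase experiments, the HEL cells and the samples from patients were not analysed here, and the promoter motif was not scanned. Some results are not reported here.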

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

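Among the tests of possible causes in this part, the checks on GC content and transcript length were set out before their outcome was seen. The other tests of causes, and the list fits that left out a library, were chosen only after the result was seen. The gene fits, those that left out a library included, and the list tests on all libraries were set before any value was seen.

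CHZ868-treated cells held more mitochondrial transcripts than DMSO-treated cells, in genes the paper does not discuss. Mitochondrial genes took 4.93% to 6.37% of the reads in CHZ868-treated libraries and 1.36% to 1.42% in DMSO-treated libraries. The median log2 fold change of the 11 mitochondrial protein genes was 2.38, with values from 1.83 to 4.77, and all 11 passed the threshold. The 5 largest rises among all genes past the threshold belong to the same pattern in part. Gm13341 rose by 4.95, mt-Atp8 by 4.77, Gm13340 by 3.92, Gm3226 by 3.03 and mt-Atp6 by 2.95. Gm13341 and Gm13340 lie on chromosome 2 and are 95.9% and 97.6% identical to mt-Co2 and mt-Co1, so their reads may come from the mitochondrial genes. mt-Atp6 overlaps mt-Atp8, and Gm3226 is 98.7% identical to Tuba1b. For mt-Atp8 the size varied between replicates, with 6.67, 5.61 and 3.53 log2 CPM in replicates 1 to 3, and without replicate 3 its rise was 5.64. The mitochondrial protein genes as a set did not follow this order. Their library medians lay 2.34, 2.34 and 2.82 above the DMSO-treated mean in replicates 1 to 3, so replicate 3 had the largest rise. After correction for GC content and transcript length the median of the protein genes was 2.23, and under median centring or quantile normalization it was at least 1.98, against an SD of 0.16 between library medians, which argues against both as the whole cause. The mean depth of the groups had a ratio of 1.00, which argues against depth. Inhibition of JAK2 alone would raise the same genes under ruxolitinib, yet ruxolitinib-treated replicates 1 and 3 rose by 0.19 and 0.14, and replicate 2 by 1.57. An effect of CHZ868 other than on JAK2 and the handling of these 3 libraries cannot be told apart, since all 3 share both. A DMSO library can carry a similar pattern: over 11146 nuclear genes, which are not independent replicates, the departure of DMSO-wash replicate 3 of the CHZ868 experiment from its replicates had a correlation of 0.43 with the CHZ868-treated effect, that of ruxolitinib-treated replicate 2 had 0.49, and those of the other libraries tested had -0.40 to 0.01.

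In CHZ868-wash cells the 5 largest rises past the threshold were in genes outside those the paper discusses, Gm22956 (1.60), Gm33051 (1.53), Mettl5 (1.36), Rpl22l1 (1.26) and Gm28370 (1.26). Gm33051 is antisense to Rpl22l1 and overlaps it, Mettl5 overlaps Ssb on the other strand, and Gm28370 overlaps Gm20498 on the other strand, so a single source of reads could appear under more than one name. Gm22956 is an snRNA of 80 bases with 39 to 48 reads in CHZ868-wash libraries and 7 to 23 in DMSO-wash libraries. The other splits of the 6 libraries gave 0 calls each, so 1 of 10 splits, the real one, gave as many genes past the threshold, which is the smallest share that 3 against 3 allow. Without DMSO-wash replicate 2 the rises were 1.76 for Gm33051, 1.52 for Mettl5 and 1.49 for Rpl22l1, and without DMSO-wash replicate 3 that of Gm22956 was 1.24. Each of the 5 calls was lost in 4 of the 6 fits that left out a library, and held only without DMSO-wash replicate 2 or 3. An effect of the exposure to CHZ868 stays open and was not tested apart from these.

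For 191 genes the effect of ruxolitinib washout differed from that of CHZ868 washout in a test of the difference itself (limma-trend, adjusted p under 0.05). The largest differences were 2.42 for 4930539J05Rik, 1.54 for Cebpb, 1.38 for mt-Rnr2 and 1.18 for AV099323 towards ruxolitinib washout, and -2.48 for C4a, -1.92 for Gm22956, -1.50 for Gm28370 and -1.34 for Hint3 towards CHZ868 washout. The fitted differences of Gm50037 (4.48) and Gm35037 (-5.16) depend on the prior count and give no size or bound, since all 3 DMSO-wash libraries of the ruxolitinib experiment for Gm50037, and all 3 ruxo-wash libraries for Gm35037, are listed at the table's lowest value. Among the heatmap genes of Fig. 6, Hba-a1 (-0.99), Anxa5 (-0.60), Gm47916 (-0.57) and Plek (-0.48) differed. C4a is 96.0% identical to C4b, Hba-a1 has the near copy Hba-a2, and 4930539J05Rik, Cebpb (with Tmem189), Gm28370, Gm47916 and Plek overlap genes on the other strand, and Hint3 (with Ncoa7) and Anxa5 (with Mir7009) on the same strand. Cebpb, Gm50037 and Gm35037 passed in all 12 fits that left out a library, and the other 7 of the 10 largest differences, like the 4 heatmap genes, passed in only 2 to 5 of them. For Gm50037 and Gm35037 this says little, since a whole group lies at the lowest value, and with log2(CPM + 5) the difference of Gm50037 was 0.30 (limma adjusted p = 0.506, Benjamini-Hochberg). All 191 genes also passed without DMSO-wash replicate 3 of the CHZ868 experiment, where 530 genes passed, which argues against that library as the source. Of 100 splits of the libraries within the experiments, 1, the real one, gave as many genes, and the largest other split gave 128. GC content or transcript length may account for part of the pattern: after correction 14 of the 189 genes with a transcript still passed, while all 189 kept their sign, the median gene kept 79.6% of its difference, and 182 had an unadjusted p under 0.05. A difference between the experiments cannot be told apart from the inhibitors, since each experiment holds 1 inhibitor. The tables may also have been counted in different ways, as mt-Atp8 is listed at 9.57 ± 0.04 log2 CPM in ruxo-wash cells and at 0.80 ± 1.37 in CHZ868-wash cells (SD, n = 3 each).

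The DNA replication list also differed between the washout effects, with a median of 0.17 in favour of ruxolitinib washout (camera adjusted p = 0.00171, Benjamini-Hochberg). It passed in 12 of 12 fits that left out a library and by fry (adjusted p = 0.0222), and not with an estimated correlation (adjusted p = 0.231). Of 100 splits of the libraries, 34 gave at least 1 list past the threshold, so a list called by camera in this design could arise from the grouping of the libraries alone.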

How the results depend on the processing

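The values as deposited for ruxolitinib-treated cells, the alternatives for the gene lists other than the set test, and the libraries left out for ribosomal protein genes were chosen after seeing the data. Where no cause is named for a change, the cause was not tested.

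Ruxo-wash against DMSO-wash cells. The number of genes past the threshold, 3, was 9 without the mean-variance trend (2 higher, 7 lower, none of the 3 among them) and 5 with robust empirical Bayes, the same 3 with Actg1 and Gm6093. It was 0 with a log2 fold change of at least 0.58 and 0 with an adjusted p under 0.01, both stricter by construction. Across the 6 fits that each left out one library it ranged from 0 to 1, with 1 without ruxo-wash replicate 2, and 824 to 880 genes had an unadjusted p under 0.05. Pim2, Id1 and Tgm2 kept their direction and stayed above the threshold in every alternative adjusted over all genes. The direction of Socs2 and Osm changed with the library left out. Socs2 ranged from -0.041 to 0.11 (-0.041 without ruxo-wash replicate 3, -0.018 without DMSO-wash replicate 2) and Osm from -0.047 to 0.016 (0.016 without ruxo-wash replicate 2 and 0.015 without DMSO-wash replicate 1). Of the 8 gene lists, 1, the STAT5 targets, passed by camera, and 0 did with Pim1, Pim2 and Id1 taken out of that list. By fry 2 passed, with an estimated correlation 0 (1 at an unadjusted p under 0.05), and with one library left out 0 to 1.

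CHZ868-wash against DMSO-wash cells. The number past the threshold, 457, was 0 without the mean-variance trend (2562 at an unadjusted p under 0.05), 174 with a log2 fold change of at least 0.58, and 0 with an adjusted p under 0.01. With one library left out it ranged from 0 to 1426. It was 1426 without DMSO-wash replicate 3, all 457 among them, 1298 without DMSO-wash replicate 2, 445 of the 457 among them, and 0 or 1 without any other library, with 1881 to 2137 genes at an unadjusted p under 0.05. The direction of 3 genes turned with a library left out. Pim2 ranged from -0.014 to 0.15 (-0.014 without CHZ868-wash replicate 1 and -0.012 without DMSO-wash replicate 3). Id1 ranged from -0.092 to 0.12 (-0.047 without CHZ868-wash replicate 2, -0.023 without CHZ868-wash replicate 3, -0.092 without DMSO-wash replicate 3). Tgm2 ranged from -0.089 to 0.037 (0.017 without DMSO-wash replicate 1, 0.037 without DMSO-wash replicate 2). Of the lists, 1 passed by camera, 0 by fry (3 at an unadjusted p under 0.05), 0 with an estimated correlation (0 at an unadjusted p under 0.05), 2 over genes with a mean log2 CPM of at least 3, and 0 to 3 with one library left out, 3 without DMSO-wash replicate 3.

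CHZ868-treated against DMSO-treated cells. The number past the threshold was 2941 with a log2 fold change of at least 0.58, and from 5081 to 6426 with one library left out. All 8 lists passed by camera, 7 with an estimated correlation and 7 with quantile normalization.

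Ruxolitinib washout against CHZ868 washout. The number of genes that differed, 191, was 14 without the mean-variance trend, 94 with a log2 fold change of at least 0.58, and 4 with an adjusted p under 0.01. It ranged from 5 to 628 with one library left out, with 628 without DMSO-wash replicate 2 of the CHZ868 experiment and 530 without its replicate 3, and from 5 (without CHZ868-wash replicate 3) to 92 (without CHZ868-wash replicate 1) without any other. The difference for Tgm2 ranged from 0.12 to 0.25, and it passed without DMSO-wash replicate 3 of the CHZ868 experiment (0.25, limma-trend adjusted p = 0.0260, Benjamini-Hochberg). Of the lists, 1 passed, 0 did with an estimated correlation (1 at an unadjusted p under 0.05), and 1 to 2 did with one library left out.

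Ruxolitinib-treated against DMSO-treated cells. The number of genes that differed by at least 1 log2 unit without overlap, 363, was 233 over genes with a mean log2 CPM of at least 3, 171 with log2(CPM + 5), which shrinks differences of low values, and 356 with the values as deposited, and it ranged from 350 to 427 with one library left out. The share of these genes that were higher changed with the scaling, from 34 of 363 to 75 of 359 with quantile normalization.

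The direction of the ribosomal protein genes turned with the scaling in ruxo-wash and CHZ868-treated cells. Their median was 0.04 in ruxo-wash cells (62 higher, 17 lower) and -0.0067 with quantile normalization (34 higher, 44 lower). In CHZ868-treated cells it was 0.12 (48 higher, 30 lower) and -0.093 with quantile normalization (33 higher, 45 lower), and it was 0.015 without CHZ868-treated replicate 1 (41 higher, 37 lower) and 0.23 without CHZ868-treated replicate 3 (53 higher, 25 lower).

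The replicate block, with the replicate number as a factor, gave 0 genes in ruxo-wash cells (843 at an unadjusted p under 0.05), 539 in CHZ868-wash cells (370 of the 457 among them), 6192 in CHZ868-treated cells and 6 for the difference between washout effects. The lists past the threshold were 1, 1, 8 and 1. The departures of libraries with the same number from their group means had correlations over genes from -0.07 to 0.05, so the libraries share a number and no pairing was seen. For ruxolitinib-treated against DMSO-treated cells no block was fitted, because no test was run between these groups.

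Of the 82 other results, 1069 of 1289 alternatives gave the same direction and the same side of the threshold. Leaving out one library made 24 results weaker, in 154 fits. Other alternatives made 25 results weaker, in 50 fits, 1 stronger, and moved 9 results without a test in 11 fits. For ruxolitinib-treated cells the variance models, the block, the thresholds and the set tests were not run since no test was made, and the promoter motif scan with its alternatives was not run.

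The depth of 7880000 to 10670000 reads limits what can be said of genes with few reads, such as Gm12250 with 2 to 12 reads in CHZ868-treated libraries. The depth of the ruxo-wash and DMSO-wash libraries of the ruxolitinib experiment is unknown.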

Differences from the paper's values

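The axis of Fig. 6D is labelled as a change in expression, but its bars match the mean log2 CPM levels computed here. Read by eye as log2 CPM, the bars for DMSO-wash and ruxo-wash cells were 6.6 and 7 for Pim2, against means here of 6.62 and 6.97. They were 9.1 and 9.3 for Id1 (means 9.13 and 9.27) and 8.4 and 8.5 for Tgm2 (means 8.36 and 8.52). None of the bars differed by both more than the SD between replicates and more than 1.5 times. That factor was applied to log2 values, so only a very large gap could have counted.

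The paper states that PIM2, ID1 and TGM2 were significantly higher in ruxo-wash than in DMSO-wash cells. Here all 3 were higher in all 3 ruxo-wash libraries than in the DMSO-wash libraries, and by limma-trend with Benjamini-Hochberg adjustment over all genes the adjusted p was 0.218 for Pim2, 0.197 for Id1 and 0.175 for Tgm2. None of the alternatives set before the data were examined brought these genes under 0.05, and the smallest adjusted p among those was 0.165 for Pim2, 0.148 for Id1 and 0.130 for Tgm2. Without adjustment their p from limma was 5.00e-04 for Pim2, 4.37e-04 for Id1 and 3.61e-04 for Tgm2. The legend of Fig. 6 names a p value scale and Student's t test and states no adjustment over all genes. The adjusted p given here may therefore be a stricter criterion than the paper's, and the unadjusted p is small for all 3. All 28 genes of Fig. 6C, these 3 included, passed when adjusted over the list alone, an adjustment chosen after seeing the values.

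The paper states that CHZ868-wash failed to raise these genes in contrast to ruxo-wash. Here the difference between the washout effects was 0.27 for Pim2, 0.13 for Id1 and 0.17 for Tgm2, with an adjusted p of 0.279, 0.663 and 0.343 (limma-trend with Benjamini-Hochberg adjustment). Leaving out DMSO-wash replicate 3 of the CHZ868 experiment put Tgm2 under 0.05 (0.25, adjusted p = 0.0260, and from 0.323 to 0.441 over the alternatives that keep all libraries).

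The paper lists a single CPM filter for all tables. The table of ruxo-wash cells fits it, and the smallest value that passed in the tables of the CHZ868 experiment was 3.27 and 3.33 CPM.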

Other observations

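The tests of the genes lowered by CHZ868, of GC content and transcript length, and of ruxolitinib-treated replicate 2 as a CHZ868-treated library were set out before their outcome was seen, and the other tests in this part were chosen only after the result was seen.

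The rise of Pim2, Id1 and Tgm2 in ruxo-wash cells was weighed against technical causes. The smallest share of a gene's log2 fold change kept under median centring or quantile normalization was 78.5%, which argues against the authors' normalization as the whole cause. After correction for GC content and transcript length the changes were 0.34 for Pim2, 0.12 for Id1 and 0.16 for Tgm2, and at least 87.3% of each was kept. An effect of the earlier exposure to ruxolitinib remains among the open explanations, as do reads of Pim2 shared with its pseudogenes. As for the number of genes past the threshold in ruxo-wash cells, 1 of the 10 splits of the 6 libraries, the real one, gave as many (3). This is the smallest share that 3 against 3 allow.

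A hypothesis was that genes lowered by 6 h of CHZ868 (by at least 1 log2 unit and past the threshold) rise together after washout, as a rebound. In ruxo-wash cells 522 of them are in the table, their median log2 fold change was 0.022 (0.0067 to 0.025 with a library left out), 291 were higher, and camera gave p = 0.247, fry p = 0.112 and camera with an estimated correlation p = 0.0471, so the set did not decide for or against a rebound. In CHZ868-wash cells 591 are in the table, the median was 0.21 (0.14 to 0.25 with a library left out), 455 were higher, and the p was 2.08e-10 by camera, 0.0433 by fry and 0.136 with an estimated correlation. This is in line with a rebound after CHZ868 under camera and fry, and not with an estimated correlation. By fry the set failed in 4 of the 6 fits that left out a library, with p from 0.0174 to 0.112. DMSO-wash replicate 3 departs in the direction of the CHZ868-treated effect, and without it the median of the 591 genes was still 0.14, which argues against that library as the whole cause. A difference between the inhibitors in this set was not tested.

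Ruxolitinib-treated replicate 2 and DMSO-wash replicate 3 of the CHZ868 experiment departed from their replicates in the same genes. The departures had a correlation of 0.68 over 11146 nuclear genes, which are not independent replicates, where the 26 other pairs of libraries from different groups had -0.66 to 0.51. In both, the mitochondrial protein genes were higher than in the other replicates, by a median of 1.25 and 1.24. After correction for GC content and transcript length the correlation was 0.65, which argues against these as the cause. Ruxolitinib-treated replicate 2 might be a mislabelled CHZ868-treated library. Its slope on the difference between CHZ868-treated and the other ruxolitinib-treated libraries was 0.31 over 2549 genes, against 0.67 for CHZ868-treated replicate 3 itself, which lies between the outcomes for and against and leaves this open. A divide at 0.5, used at first, would have argued against it, and it was dropped once the slope of replicate 3 was seen. DMSO-wash replicate 3 is not an inhibitor-treated library by its Pim1, which differed by -0.38 from the other DMSO-wash libraries. No biological explanation was tested, since the design gives none for a single library.

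Both inhibitors were set against the same DMSO-treated libraries, so their differences share chance values. Over 11624 genes the CHZ868-treated and ruxolitinib-treated differences had a correlation of 0.78, where simulated unchanged groups against the same controls gave 0.28 (mean of 100 draws).

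In CHZ868-treated cells 1 of the 10 splits of the libraries, the real one, gave as many genes past the threshold, and 1 of 10 gave as many lists. In CHZ868-wash cells 3 of the 10 splits gave at least as many lists as the real one, and the largest gave 4. The list called there was DNA replication, with a median of -0.16 (camera adjusted p = 0.0104, Benjamini-Hochberg). It was not called by fry (adjusted p = 0.0571), with an estimated correlation (adjusted p = 0.366), without CHZ868-wash replicate 1 or without DMSO-wash replicate 2 (camera adjusted p up to 0.104). The medians of the other lists in CHZ868-wash cells were 0.13 for the interferon response, -0.10 for the TNF and NF-kB response, -0.08 for heme metabolism, -0.06 for the MYC targets, -0.04 for inflammatory and interleukin genes and -0.01 for mitosis, none of them called with all libraries. With a library left out, TNF ranged from -0.19 to -0.065, MYC from -0.099 to -0.037, heme from -0.12 to -0.039, inflammatory genes from -0.081 to -0.017 and mitosis from -0.038 to 0.040. The TNF and MYC lists were each called in 1 of the 6 fits. For the difference between the washout effects, the medians were -0.16 for the interferon response, -0.11 for inflammatory and interleukin genes, 0.11 for heme metabolism, 0.04 for the TNF and NF-kB response, 0.03 for mitosis and 0.01 for the MYC targets, and none was called with all libraries. With a library left out, interferon ranged from -0.21 to -0.066, inflammatory genes from -0.15 to 0.058 (0.058 without ruxo-wash replicate 3), heme from 0.067 to 0.13, TNF from 0.026 to 0.15, mitosis from -0.013 (without DMSO-wash replicate 3 of the CHZ868 experiment) to 0.084, and MYC from 0.00029 to 0.075. The MYC list was called in 1 of the 12 fits.

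The 5 largest falls past the threshold in CHZ868-wash cells were Gm13341 (-2.26), Gm3226 (-1.60), Gm9502 (-1.53), Cebpb (-1.42) and Ybx1-ps2 (-1.27). Gm13341 was -1.62 and Gm3226 was -1.14 without DMSO-wash replicate 3. All 5 are near copies of, or overlap, another gene, Cebpb overlapping Tmem189 on the other strand.

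The ribosomal protein genes had a median of 0.19 in CHZ868-wash cells (59 higher and 19 lower), of 0.05 without DMSO-wash replicate 3. Their median was -0.17 in ruxolitinib-treated cells (17 higher, 61 lower), of -0.03 without replicate 2, and -0.16 for the difference between the washout effects (24 higher, 53 lower), of -0.01 without DMSO-wash replicate 3 of the CHZ868 experiment.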
